# Effect of peripheral cellular senescence on brain aging and cognitive decline

**DOI:** 10.1111/acel.13817

**Published:** 2023-03-23

**Authors:** Vivekananda Budamagunta, Ashok Kumar, Asha Rani, Linda Bean, Sahana Manohar‐Sindhu, Yang Yang, Daohong Zhou, Thomas C. Foster

**Keywords:** aging, cognition, inflammation, oxidative stress, senolytic NMDA receptor, transcription

## Abstract

We examine similar and differential effects of two senolytic treatments, ABT‐263 and dasatinib + quercetin (D + Q), in preserving cognition, markers of peripheral senescence, and markers of brain aging thought to underlie cognitive decline. Male F344 rats were treated from 12 to 18 months of age with D + Q, ABT‐263, or vehicle, and were compared to young (6 months). Both senolytic treatments rescued memory, preserved the blood–brain barrier (BBB) integrity, and prevented the age‐related decline in hippocampal N‐methyl‐D‐aspartate receptor (NMDAR) function associated with impaired cognition. Senolytic treatments decreased senescence‐associated secretory phenotype (SASP) and inflammatory cytokines/chemokines in the plasma (IL‐1β, IP‐10, and RANTES), with some markers more responsive to D + Q (TNFα) or ABT‐263 (IFNγ, leptin, EGF). ABT‐263 was more effective in decreasing senescence genes in the spleen. Both senolytic treatments decreased the expression of immune response and oxidative stress genes and increased the expression of synaptic genes in the dentate gyrus (DG). However, D + Q influenced twice as many genes as ABT‐263. Relative to D + Q, the ABT‐263 group exhibited increased expression of DG genes linked to cell death and negative regulation of apoptosis and microglial cell activation. Furthermore, D + Q was more effective at decreasing morphological markers of microglial activation. The results indicate that preserved cognition was associated with the removal of peripheral senescent cells, decreasing systemic inflammation that normally drives neuroinflammation, BBB breakdown, and impaired synaptic function. Dissimilarities associated with brain transcription indicate divergence in central mechanisms, possibly due to differential access.

**Abbreviations**
AA: aged animals treated with ABT‐263
ADQ: aged animals treated with D+Q
ABT‐263: navitoclax
AGE‐RAGE: advanced glycation end products‐receptor for AGE
ANOVA: analysis of variance
AV: aged animals treated with vehicle
BBB: blood brain barrier
Bcl‐XL: B‐Cell lymphoma extra large
CA1: Cornu Ammonis 1
CA3: Cornu Ammonis 3
CNS: central nervous system
CXCL5: C‐X‐C motif chemokine 5
DAB 3: 3'‐diaminobenzidine
DAVID: database for annotation, visualization and integrated discovery
DEG: differentially expressed gene
D+Q: Dasatinib + Quercetin
DG: dentate gyrus
DI: discrimination index
DNA: deoxyribo nucleic acid
DNQX: 6,7‐dinitroquinoxaline‐2,3‐dione
EGF: endothelial growth factor
EPSP: excitatory post synaptic potential
ERCC: external RNA controls consortium
F344: Fisher 344
fEPSP: field excitatory post synaptic potential
FDR: false discovery rate
GABA: gamma aminobutyric acid
G‐CSF: granulocyte colony‐stimulating factor
GEO: gene expression omnibus
GO: gene ontology
GQ: goal quadrant
HIF‐1: hypoxia‐inducible factor‐1
IA: inhibitory avoidance
Iba‐1: allograft inflammatory factor 1
IFNγ: interferon gamma
IHC: immunohistochemistry
IL1‐α: interleukin 1 alpha
IL1‐β: interleukin 1 beta
IL‐2: interleukin 2
IL‐4: interleukin 4
IL‐5: interleukin 5
IL‐6: interleukin 6
IL‐12p70: interleukin 12p70
IL‐13: interleukin 13
IL‐17α: interleukin 17 alpha
IL‐18: interleukin 18
IP‐10: interferon gamma‐induced protein 10
KEGG: Kyoto Encyclopedia of Genes and Genomes
MAPK: mitogen‐activated protein kinase
mRNA: messenger ribo nucleic acid
MWM: Morris Water Maze
NF‐κB: nuclear factor kappa B
NMDA: N‐methyl‐D‐aspartate
NMDAR: N‐methyl‐D‐aspartate Receptor
OQ: opposite quadrant
PI3K/Akt: phosphatidylinositol 3‐kinase/protein kinase B
PROTAC: proteolysis targeting chimeric
PTX: picrotoxin
RANTES: chemokine ligand 5
Rap1: Ras‐Proximate‐1
RIN: RNA integrity number
RNA: Ribo nucleic acid
SASP: senescence associated secretory phenotype
SEM: standard error of mean
TBST: Tris‐buffered saline with 0.1% Tween
TGFβ: transforming growth factor beta
TNF: tumor necrosis factor
TNFα: tumor necrosis factor alpha
YNG: young

## 1 INTRODUCTION

Cellular senescence is a hallmark of aging and plays a crucial role in aging and a wide variety of age‐related diseases and disorders (Baker et al., 2011; Kirkland & Tchkonia, 2020). The senescence‐associated secretory phenotype (SASP) is an umbrella term that covers a wide variety of secreted proteins including inflammatory cytokines, growth factors, immune modulators, and tissue remodeling proteins (Coppe et al., 2010; Hernandez‐Segura et al., 2018). Considerable research has focused on paracrine influences of senescent cells, spreading senescence to neighboring cells, sometimes referred to as the bystander effect (da Silva et al., 2019; Nelson et al., 2018). However, a recent study demonstrated that senolytic treatment in humans reduced SASP factors in the plasma, suggesting SASP factors gain access to the circulation where they could have intra‐organ effects (Hickson et al., 2019).

The understanding that SASP factors enter blood circulation opens up a new avenue of research pertaining to the role of cellular senescence in various pathological conditions. One such interesting aspect to explore would be the impact of off‐site cellular senescence on cognitive function. Cognitive impairment, especially memory, has been studied widely with respect to cellular senescence, primarily in relation to senescence in the brain (Baker & Petersen, 2018; Lin et al., 2021; Sikora et al., 2021; von Zglinicki et al., 2021). Peripheral cellular senescence may contribute to chronic low‐grade systemic inflammation during aging (Budamagunta, Foster, & Zhou, 2021) and the exaggerated release of a variety of inflammatory mediators in response to inflammatory stimuli (Budamagunta, Manohar‐Sindhu, et al., 2021). In turn, systemic inflammation can drive brain changes that mimic aging (Barter et al., 2020, 2021; Mavrikaki et al., 2021), possibly contributing to the trajectory of cognitive decline (Barter et al., 2021; Bettcher & Kramer, 2014; Beydoun et al., 2019; Manabe & Heneka, 2022; Tampubolon, 2016; Zhao et al., 2019). Thus, cellular senescence accumulation in the peripheral tissues, in both age‐related and pathological contexts, could lead to impaired memory function.

We hypothesized that peripheral cellular senescence contributes to brain aging and age‐related cognitive impairment. Therefore, we compared the effects of dasatinib + quercetin (D + Q), which can cross the blood‐brain barrier (BBB; Guntner et al., 2020; Ishisaka et al., 2011; Porkka et al., 2008), decreasing oxidative stress, and clearing senescent cells in the brain (Ogrodnik et al., 2021; Zhang et al., 2019), and ABT‐263, which does not normally cross the BBB and has senolytic activity limited to peripheral tissues (Mehdipour et al., 2021; Yamaguchi & Perkins, 2012). The results indicate that treatment with ABT‐263 or D + Q decreased markers of peripheral senescence, including plasma SASP factors such as pro‐inflammatory cytokine levels. Senolytic treatments reduced morphological evidence of microglial activation, decreased expression of immune response genes in the dentate gyrus (DG), and rescued spatial memory and hippocampal synaptic transmission. ABT‐263 and D + Q maintained the integrity of the BBB; therefore, it is unlikely that clinically significant amounts of ABT‐263 crossed into the brain. Finally, differences in DG gene expression for TNF signaling, cell death, negative regulation of apoptosis, and microglial activation were consistent with differences in access of D + Q and ABT‐263 to the brain. The results indicate that peripheral senescence, through the elevation of plasma SASP factors, is an important contributor to several markers of brain aging and cognitive decline.

## 2 RESULTS

### 2.1 Behavior and cognitive function

Middle‐aged rats (12 months) were randomly divided into three groups that received a vehicle treatment (AV, *n* = 36), a dasatinib (1.2 mg/kg) + quercetin (12 mg/kg) cocktail treatment (ADQ, *n* = 28), or ABT‐263 (12 mg/kg) treatment (AA, *n* = 22). Young animals (6 months; YNG; *n* = 22) were tested at the same time as older groups for cue discrimination, episodic spatial memory on watermaze, and inhibitory avoidance. Aging is associated with impaired retention of hippocampal‐dependent memory for rapidly acquired spatial/contextual information, examined using the episodic memory version of the spatial watermaze task and inhibitory avoidance (Foster, 2012; Foster & Kumar, 2007; Guidi, Rani, et al., 2015; Kumar & Foster, 2013; Markowska et al., 1989; Martinez Jr. & Rigter, 1983; McGuiness et al., 2017; Vasquez et al., 1983).

#### 2.1.1 Cue discrimination training

A repeated measures ANOVA of the latency to reach the platform across training trials for the cue discrimination task revealed a significant effect of training [*F*(4, 416) = 52.95; *p* < 0.0001], a group difference [*F*(3, 104) = 8.49; *p* < 0.0001], and interaction [*F*(12, 416) = 2.77; *p* < 0.005] (Figure 1a). Post hoc analyses indicated that the AV group had an increased latency relative to YNG, ADQ, and AA groups. YNG exhibited the shortest latency relative to all older age groups. The AA and ADQ groups were intermediate and not different from each other. Latency differences were due in part to a slower swim speed (Figure 1b). Swim speed increased with training [*F*(4, 416) = 17.53; *p* < 0.0001] and exhibited a group difference [*F*(3, 104) = 7.23; *p* < 0.0005]. Post hoc comparisons indicated YNG had a greater swim speed relative to the other groups and older animals were not different from each other. A repeated measures ANOVA on the distance to reach the platform across training trials for the cue discrimination task revealed a significant effect of training [*F*(4, 416) = 40.59; *p* < 0.0001], a group difference [*F*(3, 104) = 5.46; *p* < 0.005], and interaction [*F*(12, 416) = 2.56; *p* < 0.005] (Figure 1c). Post hoc analyses indicated that the AV group had an increased distance relative to the YNG and ADQ groups. Thus, all groups exhibited a decreased latency and pathlength with training, indicating learning of the cue discrimination; although differences due to treatment were noted with the shortest latency and pathlength for YNG and the longest latency and pathlength for AV animals.

**FIGURE 1:**
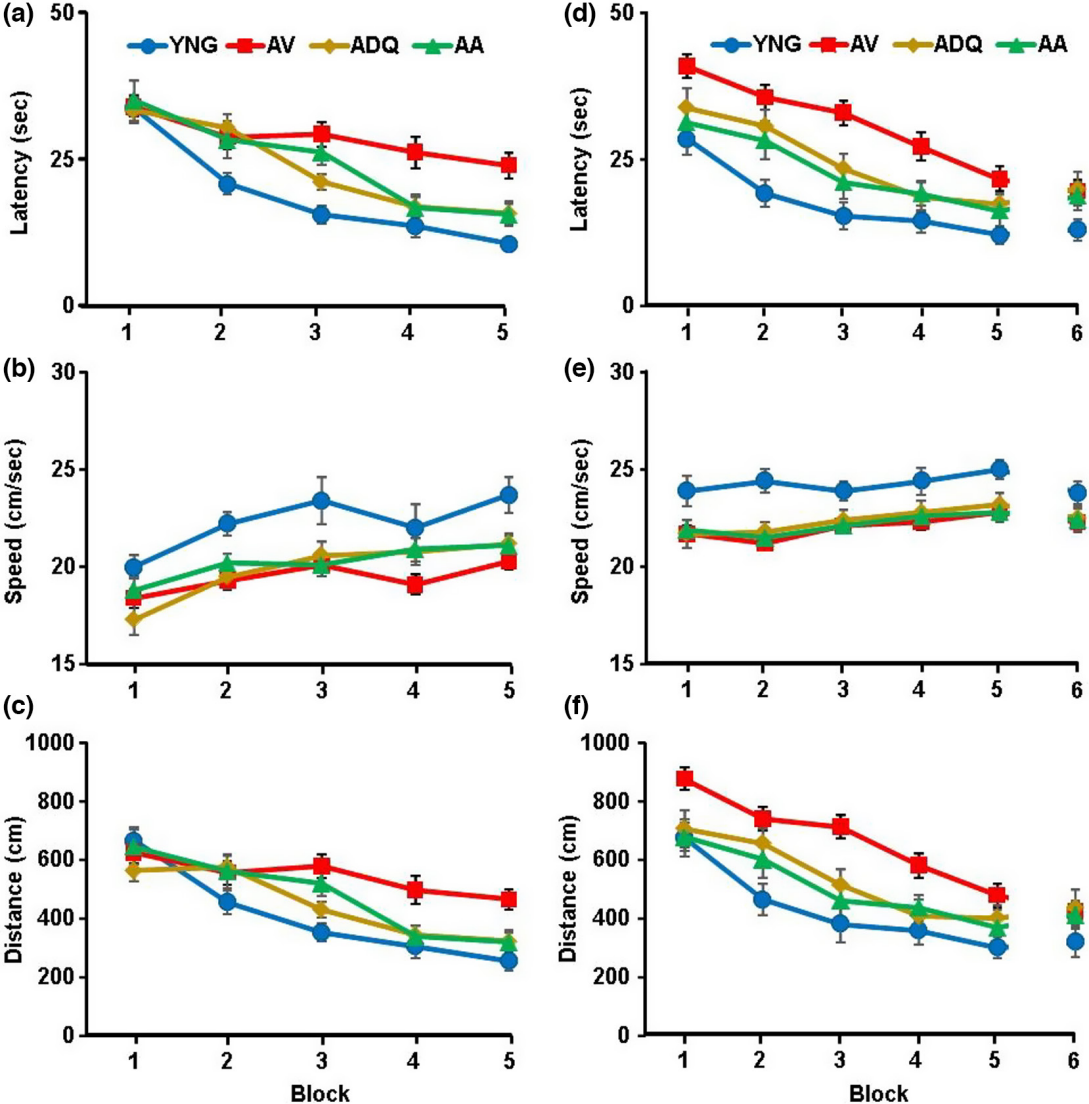
Senolytic treatments improve performance on the one‐day watermaze. (a,d) latency, (b,e) swim speed and (c,f) escape distance for each training block for the cue discrimination a‐c and spatial discrimination d and f tasks.

#### 2.1.2 Spatial discrimination training

Three days following cue discrimination training, animals were tested on the one‐day version of the spatial watermaze, which is sensitive to age‐related impairment of episodic spatial memory (Foster, 2012). A repeated measures ANOVA on the latency of rats to reach the platform yielded a significant effect of training [*F*(5, 520) = 38.11; *p* < 0.0001] and treatment [*F*(3, 104) = 13.17; *p* < 0.0001] in the absence of an interaction. Similar to the cue task, post hoc analyses indicated that the AV group had an increased latency relative to YNG and the ADQ and AA groups. YNG exhibited a shorter latency relative to all older age groups. The AA and ADQ groups were intermediate and not different from each other (Figure 1d). Again, the latency difference was due, in part, to a slower swim speed [*F*(3, 104) = 6.84; *p* < 0.0005] (Figure 1e). Post hoc comparisons confirmed that YNG had a greater swim speed relative to the other groups and older animals were not different from each other. A repeated measures ANOVA performed on the pathlength to escape (distance) also yielded similar results with the four groups showing a significant effect of training [*F*(4, 520) = 35.96; *p* < 0.0001] and a group difference [*F*(3, 104) = 11.54; *p* < 0.0001] in the absence of an interaction (Figure 1f). Post hoc analyses confirmed that AV exhibited the longest distance relative to YNG, ADQ, and AA. The distance for ADQ was longer than YNG, and the AA group was not different from YNG or ADQ.

No group difference was observed for the acquisition probe trial discrimination index (DI) scores and one‐group *t* tests indicated that all groups performed above chance (*p* < 0.0001; Figure 2a). Examination of the DI scores for the 24‐hr retention probe trial indicated a significant group difference *F*(3, 104) = 6.77; *p* < 0.0005, and post hoc tests indicated that AV performed more poorly than all other groups (Figure 2b). Indeed, all groups, except AV exhibited a retention DI score well above chance (*p* < 0.0001), indicating impaired memory only for the AV group.

**FIGURE 2:**
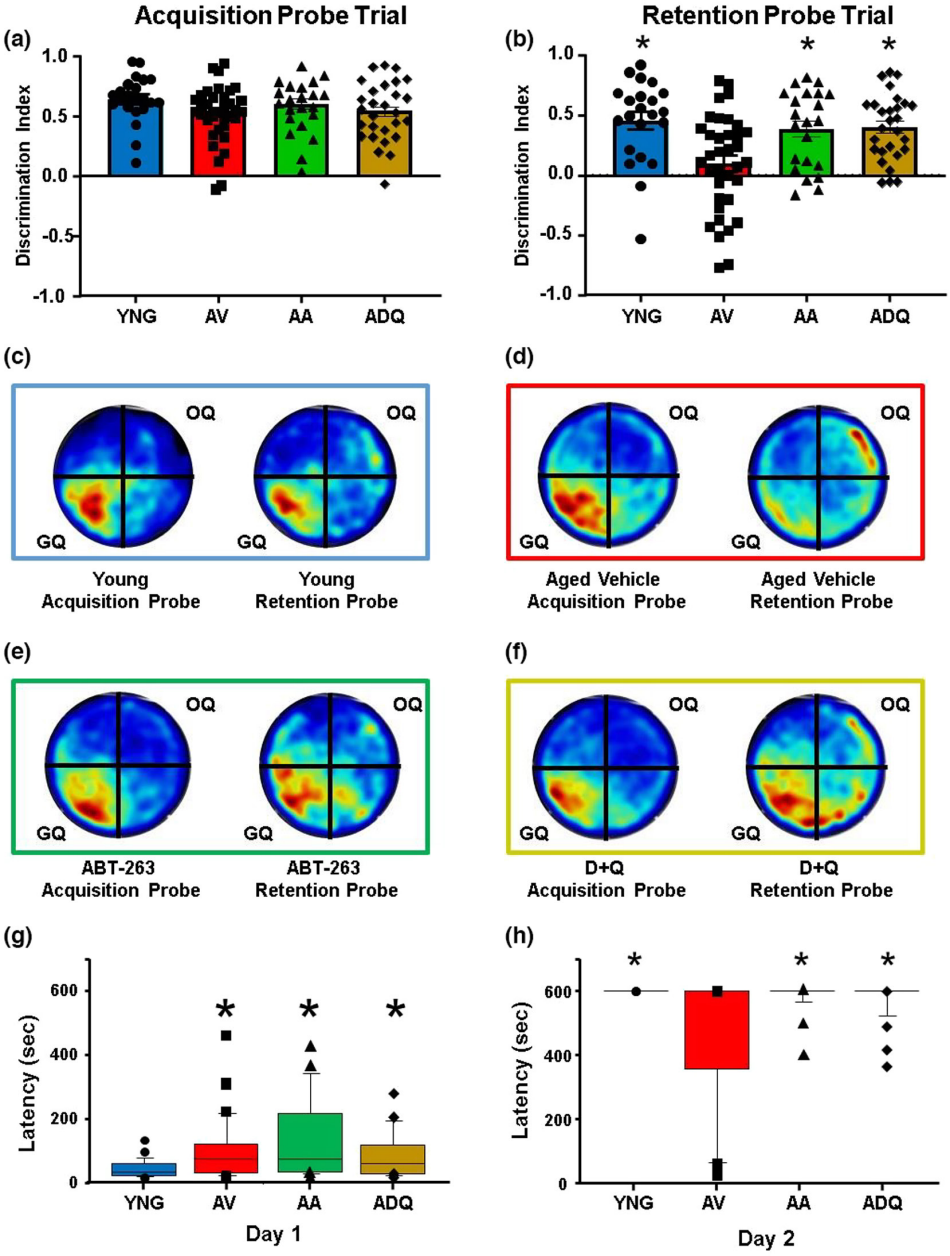
Senolytic treatments improve memory. Discrimination index (mean + SEM) for the (a) acquisition and (b) retention probe trials on the watermaze. (c–f) Group mean heat maps for the animals position during the acquisition and retention probe trials for (c) YNG, (d) AV, (e) AA, and (f) ADQ. Most animals directed their search to the goal quadrant (GQ). (g and h) Box plots for latency to enter the dark compartment of inhibitory avoidance during (g) Day 1 training and (h) Day 2 retention testing. The symbols indicate the mean (±SEM). Asterisks indicate a difference relative to AV (b, h) or YNG (g).

#### 2.1.3 Inhibitory avoidance

One week following spatial watermaze training, an inhibitory avoidance test was conducted. A Kruskal–Wallis one‐way ANOVA indicated a group difference (*H* = 8.20, *p* < 0.05) in the latency to cross into the dark chamber on the training day (Day 1). Post hoc test indicated an increased latency for all older groups relative to YNG (*p* < 0.05; Figure 2g). A Kruskal–Wallis test for latency to the dark chamber on the retention testing day was significant (*H* = 21.19, *p* < 0.0001), and post hoc tests indicated that the AV group had a shorter latency relative to the other three groups (Figure 2h), consistent with impaired memory. Interestingly, over 38% (14 animals) of the AV animals re‐entered the dark chamber at some point during the Day 2 retention testing trial, while none of the YNG entered in the allotted time and ~ 10% of ADQ (3 animals), and AA (2 animals) animals crossed into the dark chamber.

#### 2.1.4 Grip strength testing

Immediately before tissue collection, a subset of animals was weighed and tested for grip strength. An ANOVA indicated a difference in weight across groups [*F*(3, 88) = 8.63; *p* < 0.0001] due to increased weight of AV (*n* = 29, 440.45 ± 7.30 g) and AA (*n* = 22, 426.09 ± 5.18) relative to YNG (*n* = 22, 397.77 ± 6.62). In addition, ADQ (*n* = 19, 412.05 ± 5.07) animals weighed less than AV. The increase in body weight with age (~10%) is similar to previous reports for male F344 rats (Greenberg & Boozer, 2000; Turturro et al., 1999). Grip strength, normalized to weight, was different across groups [*F*(3, 88) = 238.18; *p* < 0.0001]. Post hoc test indicated that grip strength was increased in YNG, ADQ, and AA relative to AV and decreased in AA relative to YNG and ADQ (Figure S1).

### 2.2 Effect of senolytic treatment on markers of senescence in the periphery

#### 2.2.1 Gene expression

Nine animals in each group were used to examine qPCR expression of senescence and SASP genes as markers of senescent cell burden (He et al., 2020; Hernandez‐Segura et al., 2018; Sharpless & Sherr, 2015). ANOVAs indicated a treatment effect (*p* < 0.0005) for each measure. For the cyclin‐dependent kinase inhibitor 2A, *Cdkn2a* (P16^ink4a^), a group effect was observed in lung [*F*(3, 32) = 17.68, *p* < 0.0001], liver [*F*(3, 32) = 8.09, *p* < 0.0005], bone marrow [*F*(3, 32) = 24.85, *p* < 0.0001], kidney [*F*(3, 32) = 22.69, *p* < 0.0001], and spleen [*F*(3, 32) = 58.09, *p* < 0.0001] with the greatest expression in AV, and significantly decreased expression in YNG, AA, and ADQ (Figure 3a–e). *Cdkn2a* expression in senolytic‐treated groups was either not different from YNG (bone marrow and liver) or was intermediate between AV and YNG, such that expression in spleen and kidney was elevated relative to YNG. In addition, ABT‐263 had a greater effect in reducing expression of spleen *Cdkn2a*, relative to ADQ (Figure 3e). A similar pattern of aging and senolytic treatment was observed for other senescent and SASP‐related genes examined in the spleen (Figure 3f–i), such that for senolytic‐treated groups, *IL‐6* expression [*F*(3, 32) = 50.77, *p* < 0.0001] was decreased relative to AV and not different from YNG, and expression of *Cdkn1a* [*F*(3, 32) = 11.72, *p* < 0.0001] was intermediate and different from AV and YNG. Finally, ABT‐263 had a greater effect in reducing spleen expression of *Mmp3* [*F*(3, 32) = 38.79, *p* < 0.0001] and *Tnfsf11* [*F*(3, 32) = 25.95, *p* < 0.0001], relative to YNG and ADQ, respectively (Figure 3h,i).

**FIGURE 3:**
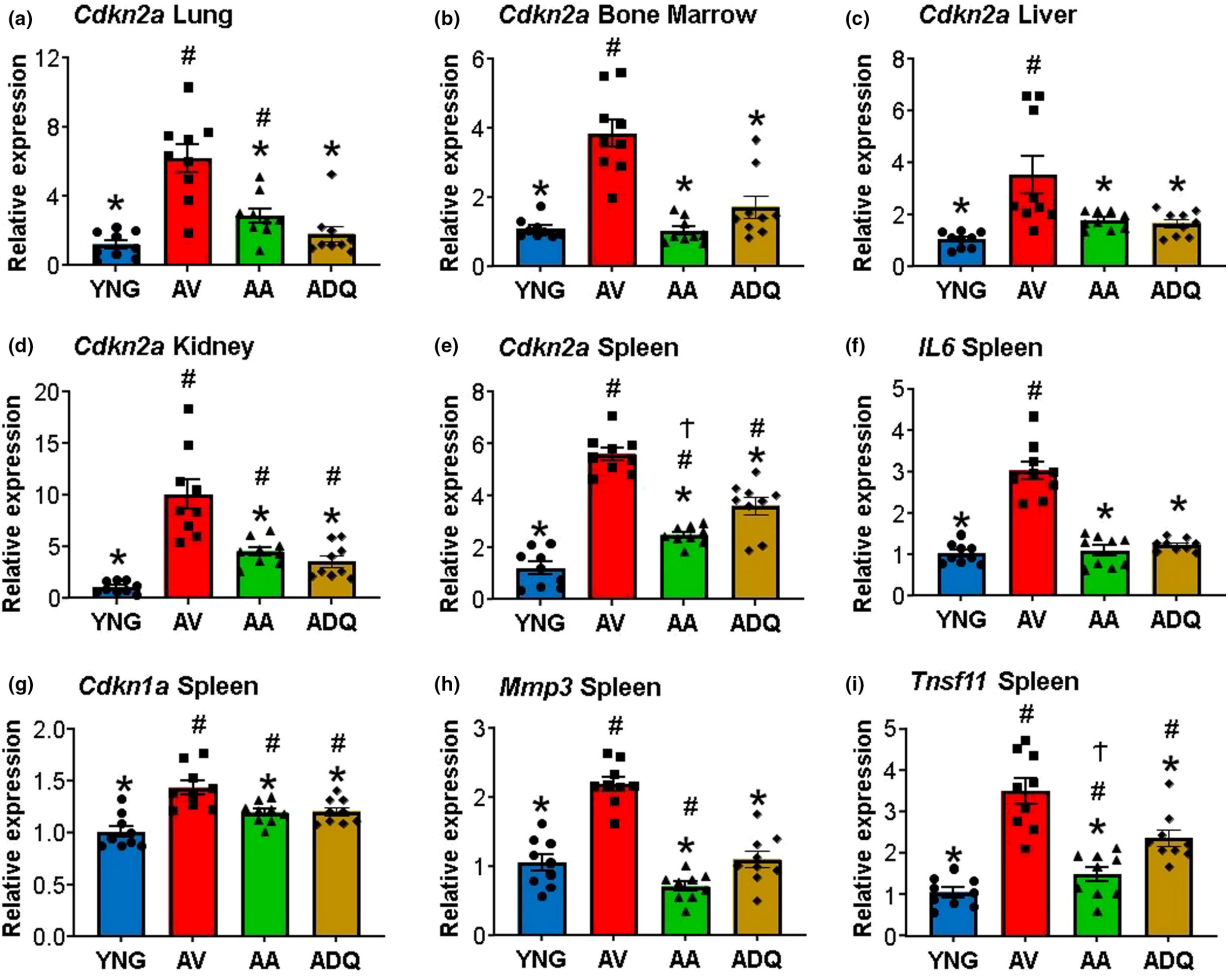
Senolytic treatment decreases expression of senescent and SASP genes in the periphery. Relative expression level of *Cdkn2a* in (a) lung, (b) bone marrow, (c) liver, (d) kidney, and (e) spleen. Relative expression level of (f) *IL* *‐6*, (g) *Cdkn1a*, (h) *Mmp3*, and (i) *Tnfsf11* in spleen. Error bars denote SEM (*n* = 9). Asterisks indicate a difference relative to AV, # denotes a difference relative to YNG, and Ϯ indicates a difference relative to ADQ (*p* < 0.05)

#### 2.2.2 Plasma measures of cytokines and chemokines

Table 1 shows hormone, cytokine, and chemokine concentrations in the plasma of young and aged rats from the various treatment groups (*n* = 3–6 per group). A subset of pro‐inflammatory molecules (eotaxin, G‐CSF, IL‐1α, IL‐4, IL‐6, IL‐13, MCP‐1, and MIP‐2α) exhibited group differences (ANOVA *p* < 0.05), and post hoc tests indicated increased expression in all older groups relative to YNG. In contrast, IL‐12p70 was elevated in YNG relative to all older groups. Another group of pro‐inflammatory cytokines/chemokines (IL‐1β, IP‐10, RANTES) was increased in AV relative to YNG and senolytic‐treated groups, which were not different from each other. In a few cases, D + Q and ABT‐263 were differentially effective in reducing cytokines. IFNγ was increased in AV and ADQ relative to YNG, leptin was increased in all older groups and in ADQ relative AA, and a tendency (*p* = 0.067) for a group difference for EGF was due to increase expression in AV relative to YNG and AA groups. Finally, a group difference for TNFα was due to decreased expression in the ADQ group relative to AA and AV.

**TABLE 1:** Age and treatment effect on chemokines, cytokines, and hormone concentration.

Analyte	YNG	AV	ADQ	AA
Cxcl5	498.49 ± 105.16	377.13 ± 41.03	364.87 ± 31.69	468.00 ± 86.04
EGF	324.14 ± 74.77	746.68 ± 126.15^ac^	564.40 ± 97.29	420.26 ± 132.27
Eotaxin	5.67 ± 1.54	17.85 ± 1.95^a^	18.72 ± 2.49^a^	17.06 ± 0.94^a^
Fractalkine	77.80 ± 13.06	65.39 ± 8.82	55.80 ± 6.59	45.80 ± 5.20
G‐CSF	4.31 ± 1.57	41.12 ± 3.68^a^	44.57 ± 4.41^a^	46.98 ± 5.08^a^
IFNγ	162.66 ± 93.49	315.55 ± 33.45^a^	318.49 ± 10.91^a^	259.64 ± 22.23
IL‐1α	33.73 ± 8.26	153.90 ± 10.35^a^	150.45 ± 15.56^a^	152.72 ± 8.11^a^
IL‐1β	42.36 ± 9.09	148.91 ± 27.72^abc^	74.71 ± 8.17	58.75 ± 5.50
IL‐2	117.02 ± 12.79	113.37 ± ±15.52	89.37 ± 7.91	106.48 ± 12.78
IL‐5	79.78 ± 11.19	304.77 ± 91.20	98.76 ± 1.26	395.99 ± 195.79
IL‐4	23.06 ± 5.66	69.36 ± 7.02^a^	58.98 ± 3.75^a^	66.33 ± 7.57^a^
IL‐6	475.8 ± 113.35	2074.72 ± 285.94^a^	1734.62 ± 184.72^a^	2595.51 ± 737.2^a^
IL‐12p70	289.97 ± 34.54	156.23 ± 23.49^a^	130.62 ± 16.91^a^	151.23 ± 21.22^a^
IL‐13	11.93 ± 5.48	31.75 ± 4.17^a^	31.46 ± 4.62^a^	32.47 ± 3.86^a^
IL‐17α	33.00 ± 4.97	35.28 ± 5.34	47.74 ± 3.98^a^	44.15 ± 5.29
IL‐18	387.79 ± 28.84	351.78 ± 33.50	257.33 ± 24.16^a^	233.28 ± 16.60^a^
IP‐10	243.01 ± 29.83	479.34 ± 58.88^abc^	283.64 ± 16.18	274.97 ± 35.23
Leptin	12121.17 ± 4558.92	46226.94 ± 4210.80^a^	49742.82 ± 6776.02^ac^	32168.80 ± 6272.00^ab^
MCP‐1	594.18 ± 119.04	1057.22 ± 25.03^a^	923.31 ± 76.16^a^	937.37 ± 56.96^a^
IMP‐1 α	19.68 ± 3.85	28.22 ± 6.25^b^	16.95 ± 0.83	17.31 ± 0.09
MIP‐2	21.65 ± 3.84	89.86 ± 3.52^a^	88.75 ± 5.93^a^	86.72 ± 5.14^a^
RANTES	851.98 ± 219.69	9341.40 ± 3936.76^abc^	1321.07 ± 180.84	1322.47 ± 243.11
TNFα	5.27 ± 1.22	8.00 ± 0.67^b^	5.65 ± 0.78	8.62 ± 1.02^b^
VEGF	71.55 ± 25.53	138.11 ± 89.09	30.11 ± 10.85	152.15 ± 83.20

*Note*: ^a^ *p* <0.05 versus YNG, ^b^ *p* <0.05 versus ADQ, ^c^ *p* <0.05 versus AA. Data is represented as mean ± SEM (*n* = 3–6).

### 2.3 Senolytic treatment maintains synaptic function

Age‐related impairment in episodic memory is linked to a decline in N‐methyl‐D‐aspartate receptor (NMDAR) function and associated changes in synaptic plasticity (Foster, 2012; Guidi, Rani, et al., 2015; Kumar et al., 2018; Kumar & Foster, 2013). Hippocampal CA1‐CA3 synaptic strength was examined by recording total‐ extracellular synaptic field potentials (fEPSPs) and generating input–output curves and plotting the slope of total synaptic response across the different stimulation intensities for YNG (*n* = 8/4 slices/animals), AV (*n* = 12/6 slices/animals), AA (*n* = 6/3 slices/animals), and ADQ (*n* = 7/4 slices/animals). A repeated measures ANOVA on the total CA3‐CA1 synaptic response to varying stimulation intensities indicated an effect of stimulation intensity [*F*(7, 203) = 86.22; *p* < 0.0001] and a group difference [*F*(3, 29) = 3.90; *p* < 0.05] in the absence of an interaction. Post hoc analyses revealed decreased synaptic strength in the AV group compared to ADQ and AA, with a tendency (*p* = 0.079) for a difference relative to YNG. No difference was observed in the total synaptic response between YNG and the two senolytic groups (Figure 4a).

**FIGURE 4:**
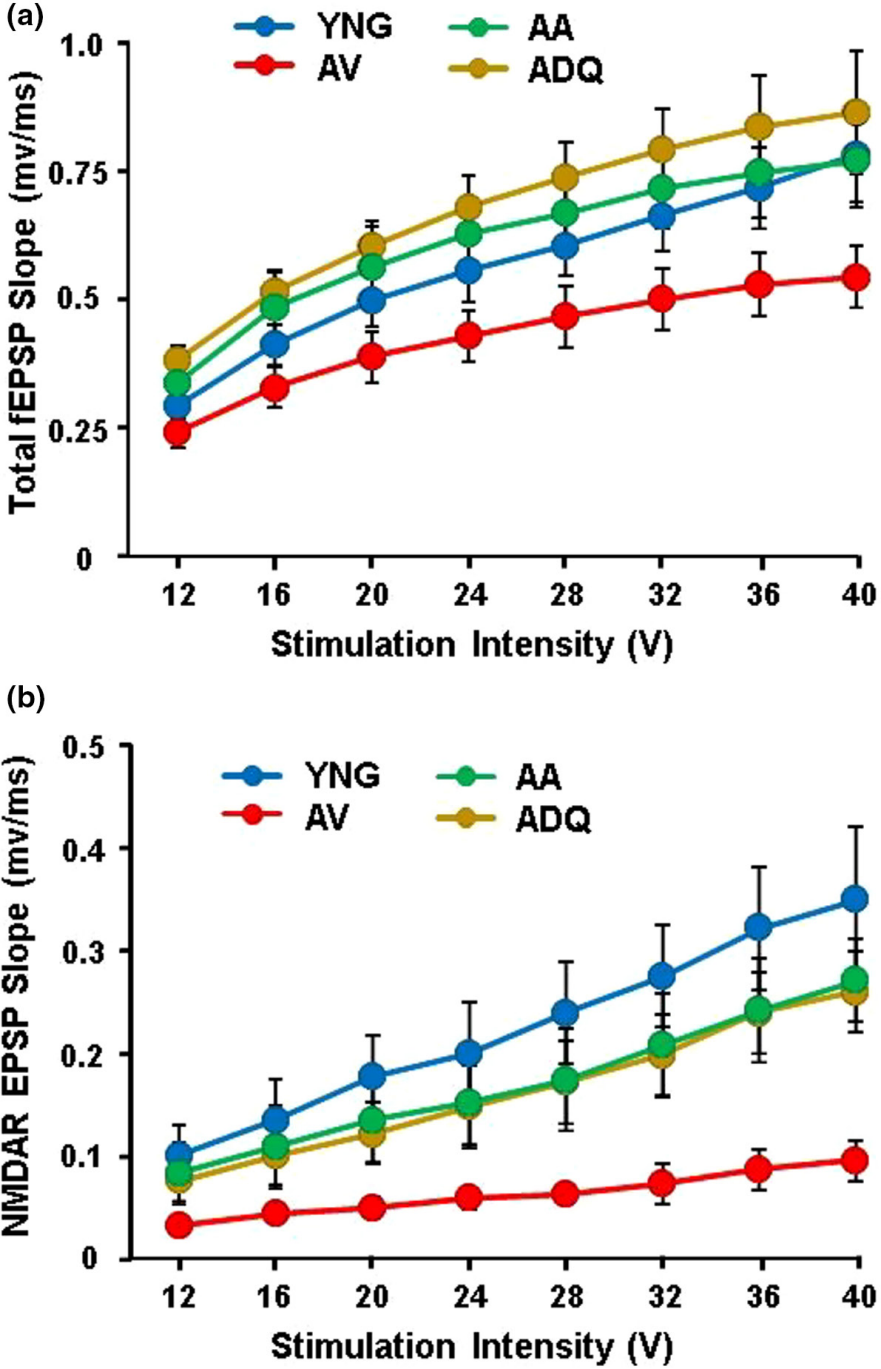
Senolytic treatment preserves synaptic function in the hippocampus. Slope of excitatory post synaptic field potentials recorded from hippocampal CA3‐CA1 synapses. The initial slope of the (a) total fEPSP and (b) NMDAR‐mediated component of the EPSP was measured for increasing stimulation intensity and input–output curves were generated. Each point represents the mean (±SEM) for the given stimulation intensity.

Following collection of the total synaptic responses, the NMDAR‐mediated synaptic response was isolated. A repeated measures ANOVA on the NMDAR‐synaptic response indicated an effect of stimulation intensity [*F*(7, 203) = 101.91; *p* < 0.0001] and a group difference [*F*(3, 29) = 5.58; *p* < 0.005] and an interaction [*F*(21, 203) = 10.22; *p* < 0.0001], with the greatest differences observed toward the higher intensities of stimulation. Post hoc analyses revealed decreased NMDAR‐synaptic responses in the AV group compared to YNG, ADQ, and AA (Figure 4b). Again, no difference was observed between the YNG and either of the aged senolytic‐treated groups.

### 2.4 Similarities and differences in senolytic treatment on gene expression

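RNA of the dentate gyrus (DG) was sequenced from poly(A)-selected libraries, 1 library per rat, in 4 groups: young rats (YNG, n = 10), older rats given vehicle (AV, n = 12), older rats given ABT-263 (AA, n = 11) and older rats given dasatinib plus quercetin (ADQ, n = 11). The deposited sample labels give only the age, so the group of each older rat was taken from the authors' table of sample attributes by the rat's name. The authors aligned the reads to the rn6 build and deposited 1 table of values scaled by the median ratio of each library. In that table, values below 20 steps of a library's smallest step were whole multiples of it, to a tolerance of 0.05 reads, for 79.2% to 84.2% of the values, depending on the library. The values were therefore used as normalized signal and not as counts. The total of the normalized values per rat had a median of 16660960 in YNG (range 15291720 to 20579982), 15537154 in AV (14548032 to 18998183), 15470836 in AA (14370901 to 16085476) and 15376067 in ADQ (14297964 to 17391448). The number of reads, estimated from the smallest step, lay between 10166556 and 24328425 per rat. Its group medians were 16702456 in YNG, 15135379 in AV, 15727560 in AA and 17820755 in ADQ. The table has 24694 rows for 18347 gene identifiers, and the rows of a gene were summed. The 15598 genes with a mean normalized value of at least 5 were tested, which is the reading taken here of the paper's exclusion of low counts. Group differences in log2(value + 1) were tested two-sided with limma in 1 fit of all 4 groups, with the paper's threshold of an unadjusted p of 0.05 and the Benjamini-Hochberg adjusted p beside it. Functional categories were tested as 21 lists of genes with limma's camera test, adjusted over 126 combinations of list and comparison, in place of the annotation clusters of the paper. A list is called here when its adjusted p is below 0.05. The rats fall into 2 series by rat number, a and b, which differ in the share of the values on AABR07000398.1 (0.42% to 1.60% in series a and 1.71% to 11.1% in series b). Series a holds 6 YNG, 6 AV, 5 AA and 5 ADQ rats, and series b holds 4, 6, 6 and 6. The labels name no batch, so a difference between the series can come from the libraries or from the animals. Results within a series are given for part of the comparisons beside the pooled value.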

A subset of animals was prepared for next‐generation sequencing of the DG (YNG, *n* = 10, AV, *n* = 12; AA, *n* = 11, ADQ, *n* = 11). Figure 5 illustrates the number of differentially expressed genes (DEGs) and number of enriched gene categories associated with the DEGs. 

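Compared with YNG, 3326 DEGs were found for AV, 4153 for AA and 4386 for ADQ among the genes tested, where an unadjusted p of 0.05 gives 780 by chance. Between the older groups the numbers were 703 for AA against AV, 1454 for ADQ against AV and 707 for AA against ADQ. After adjustment, 367, 601 and 1104 genes differed from YNG in AV, AA and ADQ. No gene differed between older groups by limma's adjusted p, whose smallest value was 0.526 for AA against AV, 0.134 for ADQ against AV and 0.981 for AA against ADQ. Higher genes made up 49.6% of the DEGs of AV against YNG (1651 higher and 1675 lower), 31.2% for AA against AV (219 and 484) and 36.7% for ADQ against AV (533 and 921). With upper quartile scaling the AV DEGs became 1850 higher and 1421 lower than in YNG, while lower genes stayed in the majority for both treatments against AV. Among the genes with an adjusted p below 0.05, 283 were higher and 84 lower in AV than in YNG, 241 and 360 in AA, and 487 and 617 in ADQ. Among genes with a mean value of at least 20 and an adjusted p below 0.05, the largest changes from YNG to AV were in AABR07001734.1, at 3.33 ± 2.45 (SD, n = 10) in YNG and 47.3 ± 19.0 (SD, n = 12) in AV, and in Cdh1, at 5.63 ± 6.84 (SD, n = 10) and 41.2 ± 19.1 (SD, n = 12). Under the same limits, the largest falls from YNG to AV were in Slc35d3 (log2 -1.29, adjusted p = 0.000257), Wnt16 (log2 -1.29, adjusted p = 7e-04) and Usp51 (log2 -1.28, adjusted p = 0.0164). The number for AV against YNG was 5212 within series a and 984 within series b. For the other comparisons with YNG it was 4465 and 1928 for AA, and 4274 and 1077 for ADQ. Within the series, AA differed from AV in 601 and 656 genes, ADQ from AV in 885 and 1519, and AA from ADQ in 933 and 648. Between older groups the numbers also moved with single rats. AA differed from AV in 458 genes without the AV rat 3989 and in 1055 without the AA rat 3985, and AA from ADQ in 471 without the AA rat 4107 and in 1074 without the ADQ rat 4004.

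**Figure D1:**
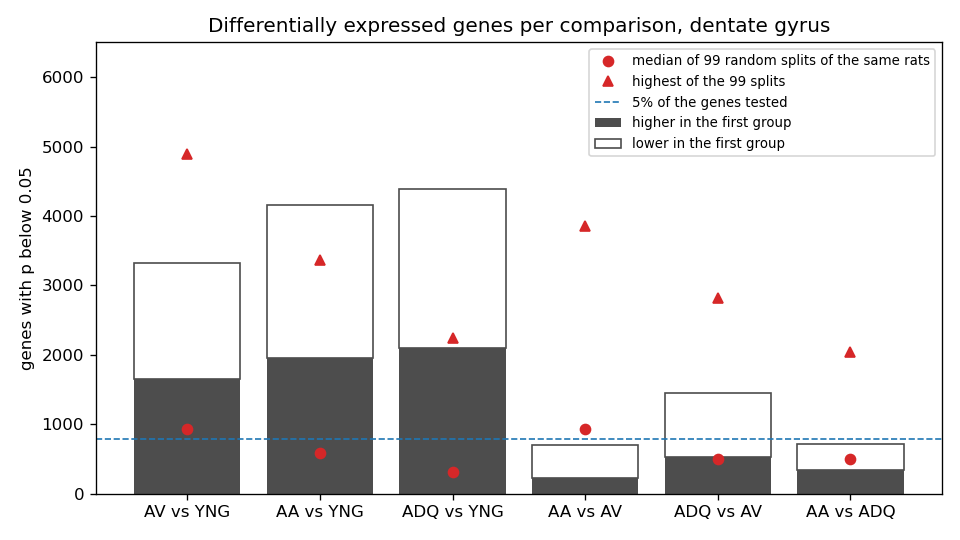
Number of DEGs (unadjusted p below 0.05) in each comparison, with genes higher in the first group filled and lower genes open. Red circles and triangles give the median and the highest number from random splits of the same rats into groups of the same sizes, and the dashed line is the number that chance gives (780 genes). The bars of the comparisons with YNG reach 3326 to 4386 genes and those between older groups 703 to 1454.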

All older groups expressed many more DEGs when contrasted with YNG, relative to differences in expression between other older groups (Figure 5a). In addition, senolytic treatments resulted in a marked shift in the number of upregulated and downregulated gene enrichment categories when comparing YNG and AV groups (Figure 5b). Compared to YNG, older groups, particularly AV, exhibited more categories for upregulated genes than for downregulated genes. In contrast, for DEGs between AV and senolytic‐treated groups, many more categories were observed for downregulated genes and the fewest number of gene enrichment categories was observed between senolytic treatment groups. 

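The categories of the annotation tool were not counted, because its terms and clusters are not part of the deposited files. Of the 21 gene lists, 14 were called for AV against YNG, with 10 higher and 4 lower, 9 for AA against YNG (5 higher and 4 lower) and 7 for ADQ against YNG (2 higher and 5 lower). Against AV, 13 lists were called for AA (2 higher and 11 lower) and 15 for ADQ (4 higher and 11 lower), and 7 lists were called between AA and ADQ (4 higher and 3 lower in AA). By Fisher's exact test on the DEGs, the kind of test that annotation tools make, the numbers were 13, 6, 5, 5, 12 and 2 in the same order. With limma's rotation test (fry) they fell to 6, 2, 1, 2, 4 and 0, and with camera's correlation estimated from the data no list was called in any comparison, against 14, 9, 7, 13, 15 and 7 with the preset correlation of 0.01. Random splits of the same rats into groups of the same sizes gave a median of 8, 6, 7, 8, 6 and 4 lists called with the preset correlation, in the same order. The lists that fry called were immune response, microglial activation, Fc gamma R-mediated phagocytosis, TNF signaling, TGFβ signaling and negative regulators of apoptosis for AV against YNG, ribosomal proteins and immediate early genes for AA against YNG, ribosomal proteins for ADQ against YNG, immune response and negative regulators of apoptosis for AA against AV, and immune response, microglial activation, superoxide and senescence genes for ADQ against AV.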

Finally, compared to AV, D + Q influenced ~2 times more genes and categories than the ABT‐263 treatment.

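The DEGs of ADQ against AV were 2.07 times as many as those of AA against AV (jackknife standard error 1.64 over the rats). The ratio ranged from 1.40, without the AA rat 3985, to 2.57, without the AA rat 3988. When each comparison was fitted with its own pair of groups alone, the ratio was 3.07. The numbers of called lists for ADQ and AA against AV were 15 and 13 by camera, 12 and 5 by Fisher's exact test and 4 and 2 by fry.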

**FIGURE 5:**
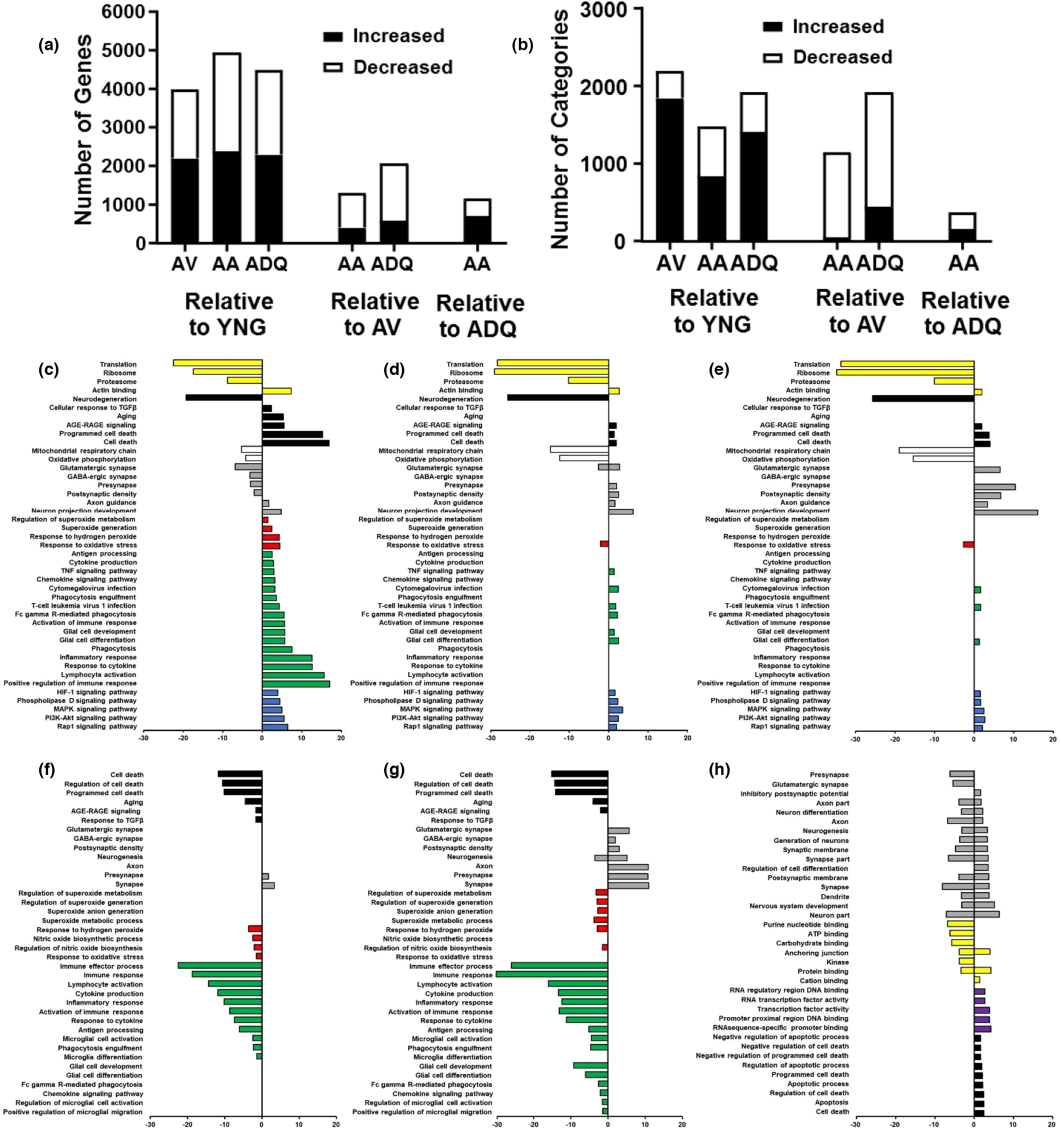
Effect of senolytic treatment on gene expression in the DG. (a) Graphic summary of the number of differentially expressed genes, which were either significantly increased (filled) or decreased (open) in relation to other groups. (b) Graphic summary for the number of GO categories identified for differentially expressed genes. (c–g) Bars represent the –log(adj‐*p* value) and log(adj‐*p* value) for selected GO term clusters for genes that increased or decreased compared to YNG for (c) AV, (d) AA, and (e) ADQ; and compared to AV for (f) AA and (g) ADQ, and (h) in AA compared to ADQ. GO terms were loosely grouped into categories: protein expression and binding (yellow), aging, age‐related disease, and cell death (black), mitochondria (open), neuronal/synaptic (gray), oxidative stress (red), glial and immune response (green), signaling pathways (blue), and RNA or DNA and molecular binding (purple).

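The list of 47 genes of apoptosis and programmed cell death was not called against YNG in any older group. Its mean log2 change was 0.14 in AV (adjusted p = 0.104, with 10 genes higher and 4 lower at the unadjusted threshold), 0.061 in AA (adjusted p = 0.574) and 0.026 in ADQ (adjusted p = 0.923). The AV list was called in 1 of the 44 fits that left out 1 rat (adjusted p = 0.0441, without the AV rat 4011) and with the library total as a covariate, a setting added later (adjusted p = 0.0321). The genes of the list with the smallest p in AV were Pmaip1 (log2 1.24, adjusted p = 0.00355), Fas (log2 1.07, adjusted p = 0.0433) and Cdkn1a (log2 0.85, adjusted p = 0.0496). Pmaip1 was also higher in AA (log2 0.78, adjusted p = 0.059) and ADQ (log2 0.81, adjusted p = 0.0436). Viral infection, axon guidance and the signaling pathways named with them have no list here, and genes of antigen presentation are part of the immune response list. The list of glial cell development is given with the AA group.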

For genes upregulated in each of the older groups relative to YNG (Figure 5c–e), functional annotation clustering analysis indicated that, across all age groups, increased expression was observed for actin binding, cell death and programed cell death, cytomegalovirus and T‐cell leukemia virus infection, antigen processing, glial cell differentiation, neuron projection development, axon guidance, and several signaling pathways; Rap1, MAPK, HIF‐1, PI3K‐Akt, phospholipase D, and AGE‐RAGE signaling pathway in diabetic complications (Figure 5c–e). 

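The list of 64 genes of complement, antigen presentation and interferon response rose from YNG to AV by a mean log2 change of 0.69 (adjusted p = 5.17e-20), with 36 genes higher and none lower. The 3 genes of the list with the smallest p were C4b (log2 1.99, standard error 0.23, adjusted p = 1.66e-07), C4a (log2 1.72, standard error 0.26, adjusted p = 8.85e-05) and C3 (log2 1.12, standard error 0.18, adjusted p = 0.000274). The rise was present within series a (mean log2 0.92, adjusted p = 3.81e-12) and within series b (0.44, adjusted p = 1.32e-09). The list of microglial activation and phagocytosis rose by 0.42 (adjusted p = 2.10e-10, 17 of 37 genes higher), in both series (0.47 and 0.40). Its genes with the smallest p were Fcgr2b (log2 1.13, adjusted p = 1.18e-05), C3 and Ptprc (log2 1.49, adjusted p = 0.00359).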

Consistent with previous research, AV animals, but not senolytic‐treated animals, exhibited upregulation of genes associated with neuroinflammation (immune response, response to cytokine, inflammatory response, lymphocyte activation, and phagocytosis), including signaling pathways for regulation of cytokine production or chemokine signaling. Similarly, AV animals exhibited increased expression of genes linked to oxidative stress (response to oxidative stress, positive regulation of superoxide production, and superoxide metabolic process), and aging. 

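Antioxidant and hydrogen peroxide response genes, a list of 47, did not differ between AV and YNG (mean log2 -0.037, adjusted p = 0.720), with 5 genes higher and 5 lower. Within series b the list rose by 0.11 (adjusted p = 0.0274), and within series a it was not called (-0.15, adjusted p = 0.161). Superoxide generation and metabolism, a list of 25 genes, rose by a mean log2 of 0.23 (adjusted p = 0.00355, 10 genes higher and 1 lower). The mean change of this list was 0.24 in each series, called in series b (adjusted p = 0.000183) and not in series a (adjusted p = 0.191). It was called by Fisher's exact test (adjusted p = 0.00096) and not by fry (0.0744). Its genes with the smallest p were Itgb2 (log2 0.80, adjusted p = 0.000307), Ncf1 (log2 0.56, adjusted p = 0.0165) and Tyrobp (log2 0.62, adjusted p = 0.033). No list was made for the aging category.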

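TGFβ receptor signaling, a list of 45 genes that includes genes of the blood brain barrier (BBB), rose from YNG to AV by a mean log2 change of 0.28 (adjusted p = 4.77e-06), with 18 genes higher and 2 lower. Within series a the change was 0.44 (adjusted p = 7.22e-06), and within series b it was 0.088 and not called (adjusted p = 0.538). Besides Acvrl1 and Id1, the gene of the list with the smallest p was Lrrc32 (log2 1.19, adjusted p = 0.00734).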

Increased gene expression was observed for the transforming growth factor beta (TGFβ) receptor signaling pathway, consistent with an age‐related BBB dysfunction (Chen et al., 2020; Senatorov Jr et al., 2019).

In contrast, upregulated genes for ADQ relative to YNG did not include enrichment for most categories linked to immune activation, oxidative stress, aging, or TGFβ signaling (Figure 5e). Similarly, differential expression of genes linked to immune response, oxidative stress, aging, and TGFβ signaling was mainly absent from AA relative to YNG. However, similar to AV animals, AA animals exhibited increased expression of genes for TNF signaling, and Fc gamma R‐mediated phagocytosis, and glial cell development compared to YNG (Figure 5d).

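In ADQ against YNG, the immune response list changed by a mean log2 of 0.15 and was not called (adjusted p = 0.152, 12 genes higher and 4 lower). It was called without the YNG rat V9 (adjusted p = 0.031), and C4b remained higher than in YNG in ADQ (log2 0.98, adjusted p = 0.017). The list of antioxidant genes was lower in ADQ than in YNG by a mean log2 of -0.13 (adjusted p = 0.0398). This call was lost in 6 of the 44 fits that left out 1 rat, with the highest adjusted p at 0.0813 without the YNG rat V3, and it was made within series a (-0.24, adjusted p = 0.00584) and not within series b (0.0076, adjusted p = 0.932), and neither by fry (0.153) nor by Fisher's exact test (0.275). The superoxide list was not called (-0.028, adjusted p = 0.424). TGFβ signaling genes were higher in ADQ than in YNG by 0.13 by camera (adjusted p = 0.0238), with 12 genes higher and 3 lower, in series a (0.21, adjusted p = 0.0109) and not in series b (0.025, adjusted p = 0.745). Neither fry (adjusted p = 0.082) nor Fisher's exact test (0.0699) called this list.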

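In AA against YNG, the immune response list rose by a mean log2 of 0.29 (adjusted p = 0.000726, 16 genes higher and 2 lower), in series a (0.32, adjusted p = 0.0047) and in series b (0.23, adjusted p = 0.030). By fry the list was not called (adjusted p = 0.159), and by Fisher's exact test it was (0.0318). C4b (log2 1.19, adjusted p = 0.0105), C4a (log2 1.26, adjusted p = 0.0178) and C3 (log2 0.79, adjusted p = 0.025) were higher than in YNG. The TGFβ signaling list rose by 0.16 by camera (adjusted p = 0.0113), in series a (0.26, adjusted p = 0.00327) and not in series b (0.045, adjusted p = 0.817), and neither fry (0.0692) nor Fisher's exact test (0.201) called it. The antioxidant list (-0.13, adjusted p = 0.117) and the superoxide list (0.045, adjusted p = 0.851) were not called. The antioxidant list was lower within series a (-0.24, adjusted p = 0.0157) and not within series b (adjusted p = 0.594). The superoxide list was called higher with the library total as a covariate, added later (0.19, adjusted p = 0.000393), and the median change of the superoxide list was negative (-0.042).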

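TNF signaling genes, a list of 62, were higher than in YNG by a mean log2 of 0.25 in AV (adjusted p = 0.000726) and 0.15 in AA (adjusted p = 0.0201), and not called in ADQ (0.12, adjusted p = 0.0761). Of these genes, 13 were higher in AV, 13 in AA and 13 in ADQ. With array weights the list was called in ADQ against YNG as well (adjusted p = 0.0344). Within series a the list was called in all 3 older groups (adjusted p = 0.00164 in AV, 0.0154 in AA and 0.0413 in ADQ), and within series b in none (0.616, 0.641 and 0.817). Fry called it in AV alone (0.00724, against 0.06 in AA), and Fisher's exact test in none (0.064 in AV and 0.182 in AA). Fc gamma R-mediated phagocytosis, a list of 65 genes, was called in AV (0.18, adjusted p = 0.0121) and not in AA (0.11, adjusted p = 0.183, and 0.0207 with the library total as a covariate, added later) or ADQ (0.065, adjusted p = 0.528), although Fcgr2b was higher in each of them (log2 0.74 in AA, adjusted p = 0.0184, and 0.77 in ADQ, adjusted p = 0.00766). Genes of oligodendrocyte and glial cell development, a list of 40, are called glial cell development here. They rose by 0.29 in AV (adjusted p = 5.04e-08) and 0.16 in AA (adjusted p = 0.00764), and not detectably in ADQ (0.039, adjusted p = 0.559). Tissue makeup stays open for the AA rise, as for the comparison of AA with ADQ below. The AA rise was called within series a (0.25, adjusted p = 0.00128) and not within series b (0.11, adjusted p = 0.253), and it was lost in 3 of the 44 fits without 1 rat, with the highest adjusted p at 0.0855 without the AA rat 4107. Neither fry (0.332) nor Fisher's exact test (0.109) called the AA rise, and the AV rise was called by Fisher's exact test (9.99e-09) and not by fry (0.066).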

Compared to YNG, all older groups exhibited decreased expression for genes linked to translation, ribosomes, proteasome, oxidative phosphorylation, and mitochondrial respiratory chain. In addition, all older groups exhibited decreased expression of pathways of neurodegeneration (Figure 5c–e). 

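Cytosolic ribosomal protein genes, a list of 86, were lower than in YNG by a mean log2 of -0.43 in AV (adjusted p = 6.19e-14, 36 genes lower), -0.59 in AA (adjusted p = 1.51e-20, 64 lower) and -0.60 in ADQ (adjusted p = 5.51e-22, 68 lower), with no gene higher. The genes with the smallest p included Rpl34, at log2 -0.77 in AV (adjusted p = 0.0714), -0.98 in AA (adjusted p = 0.0305) and -1.06 in ADQ (adjusted p = 0.0158). Proteasome subunits, 37 genes, fell by a mean log2 of 0.21 in AV, 0.30 in AA and 0.26 in ADQ (adjusted p = 3.56e-06, 3.82e-08 and 2.01e-06). Respiratory chain and ATP synthase subunits, 77 genes, fell by a mean log2 of 0.31 in AV, 0.35 in AA and 0.35 in ADQ (adjusted p = 7.83e-14, 6.41e-14 and 6.19e-14). Fisher's exact test called these 3 lists in each group, and fry called only the ribosomal list in AA (0.0315) and ADQ (0.0237). The falls were larger within series a, where the ribosomal list changed by -0.84 in AV, -0.81 in AA and -0.81 in ADQ. Within series b the ribosomal list was unchanged in AV (0.060, adjusted p = 0.719) and lower in AA (-0.30, adjusted p = 8.9e-07) and ADQ (-0.32, adjusted p = 1.78e-11). The respiratory chain list of series b was higher in AV (0.12, adjusted p = 0.00175), unchanged in AA (-0.020, adjusted p = 0.753) and lower in ADQ (-0.11, adjusted p = 0.00631). The proteasome list of series b was called lower in ADQ (-0.11, adjusted p = 0.023), and not in AA (-0.083, adjusted p = 0.263) or AV (0.083, adjusted p = 0.225).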

When comparing AV relative to YNG for downregulated genes, we observed enrichment of synaptic component genes including the glutamatergic, GABAergic and presynaptic and postsynaptic components (Figure 5c). In contrast, presynaptic and postsynaptic gene expression was increased in ADQ and AA groups relative to YNG. 

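None of the 4 synaptic lists was called between AV and YNG. The mean log2 change was -0.016 for 52 genes of the glutamatergic synapse (adjusted p = 0.604), -0.019 for 31 genes of the GABAergic synapse (adjusted p = 0.816), 0.023 for 47 presynaptic genes (adjusted p = 0.910) and -0.048 for 42 genes of the postsynaptic density (adjusted p = 0.195). The median change of the GABAergic list had the other sign (0.025). Among DEGs, 9 genes of the postsynaptic density were lower and 2 higher in AV. Within series b the glutamatergic (-0.079, adjusted p = 0.0151), GABAergic (-0.11, adjusted p = 0.00615) and postsynaptic (-0.11, adjusted p = 4.34e-05) lists were lower in AV than in YNG, and within series a no synaptic list was called (adjusted p from 0.511 to 0.834). The synaptic genes with the smallest p were Gabbr1 (log2 -0.27, adjusted p = 0.0792), Nrxn2 (log2 -0.36, adjusted p = 0.0773) and Ppp3cb (log2 -0.29, adjusted p = 0.0823).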

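Presynaptic genes were higher in ADQ than in YNG by a mean log2 of 0.16 (adjusted p = 0.00129), with 18 of the 47 genes higher and 4 lower. The genes with the smallest p were Synj1 (log2 0.36, adjusted p = 0.0169), Syt1 (log2 0.32, adjusted p = 0.018) and Rims1 (log2 0.53, adjusted p = 0.0193). The change was called within series b (0.15, adjusted p = 0.000133) and not within series a (0.13, adjusted p = 0.123), and by Fisher's exact test (0.000182) and not by fry (0.0692). In AA the presynaptic list was not called against YNG (0.10, adjusted p = 0.0791), and it was with quantile normalization (0.16, adjusted p = 0.00126), and in 2 of the fits that left out 1 rat (lowest adjusted p = 0.0217, without the YNG rat V9). The postsynaptic density list was not called against YNG in ADQ (0.0035, adjusted p = 0.881, 7 genes higher and 8 lower) or in AA (-0.017, adjusted p = 0.698, 4 higher and 8 lower), and its median change in AA was positive (0.023). Within series b the postsynaptic list was lower in AA than in YNG (-0.077, adjusted p = 0.042).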

Genes for the glutamatergic synapse increased for ADQ and exhibited increased and decreased expression in the AA group (Figure 5d).

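Genes of the glutamatergic synapse changed from YNG by a mean log2 of 0.058 in ADQ (adjusted p = 0.190), with 8 genes higher and 2 lower, and by 0.015 in AA (adjusted p = 0.879), with 6 higher and 7 lower. With quantile normalization the list was called higher in ADQ (0.10, adjusted p = 0.0213). The genes with the smallest p included Prkca (log2 0.54, adjusted p = 0.0198) and Slc17a8 (log2 0.53, adjusted p = 0.0509) in ADQ, and Gnaq (log2 -0.41, adjusted p = 0.0615), Ppp3cb (log2 -0.28, adjusted p = 0.0728) and Ppp3ca (log2 -0.28, adjusted p = 0.0838) in AA.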

Comparison of gene expression across the older groups indicated that expression of genes for the category aging (GO:0007568) was decreased in AA and ADQ relative to AV (Figure 5f,g) and was not different across senolytic treatment groups (Figure 5h). 

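Apoptosis and programmed cell death genes were lower in ADQ than in AV by a mean log2 of -0.12 (adjusted p = 0.016, 8 genes lower and 1 higher). The call was lost without the AV rat 3989 (adjusted p = 0.0719) and within each series (adjusted p = 0.0823 and 0.111), and it was made by Fisher's exact test (0.0355) and not by fry (0.0872). In AA the change against AV was -0.082 and was not called (adjusted p = 0.104, 4 genes lower), while it was within series a (-0.11, adjusted p = 0.0479), without the AA rat 4036 (adjusted p = 0.0374) and in 1 further fit without a rat. Negative regulators of apoptosis, a list of 53, were lower than in AV by -0.10 in AA (adjusted p = 0.00548, by fry 0.0465 and by Fisher's exact test 0.714), and not called in ADQ (-0.071, adjusted p = 0.123), except within series a (-0.11, adjusted p = 0.0474). Between AA and ADQ neither the cell death list (0.035, adjusted p = 0.250, 2 genes higher in AA) nor the list of negative regulators (-0.033, adjusted p = 0.451, 2 higher and 2 lower) was called. The cell death genes with the smallest p between AA and ADQ were Bak1 (log2 0.29) and Bmf (log2 0.40), each with an adjusted p of 0.981.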

Clusters linked to apoptosis and cell death were decreased in senolytic‐treated groups relative to AV; however, comparison of AA and ADQ groups indicated that expression of apoptosis and cell death genes, including those for the negative regulation of cell death and negative regulation of apoptosis, were elevated in the AA group relative to the ADQ group. 

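The list of antioxidant and hydrogen peroxide response genes did not differ between AA and ADQ (mean log2 -0.0075, median 0.027, adjusted p = 0.414). It was lower than in AV in AA (-0.098, adjusted p = 0.0298, 2 genes lower) and in ADQ (-0.090, adjusted p = 0.011, 8 genes lower). The AA call was lost in 8 of the 44 fits without 1 rat, with the highest adjusted p at 0.129 without the AV rat 3989, and within each series (adjusted p = 0.143 and 0.123). By fry neither fall was called (0.363 in AA and 0.212 in ADQ), and by Fisher's exact test that in ADQ alone (0.0355). The genes with the smallest p were Mt2A (log2 -0.81 in AA and -0.78 in ADQ) and Mt1 (log2 -0.76 and -0.75).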

Genes linked to oxidative stress were not different between AA and ADQ groups (Figure 5h) and ABT‐263 or D + Q treatment decreased genes linked to response to hydrogen peroxide, and regulation of nitric oxide biosynthesis relative to AV. However, D + Q may have had a greater effect in regulating oxidative stress linked to superoxide generation and metabolism, while ABT‐263 had more of an effect decreasing gene expression for nitric oxide biosynthetic processes (Figure 5f,g). Similarly, immune response clusters were not different between ADQ and AA groups (Figure 5h) and treatment with ABT‐263 or D + Q decreased genes linked to immune response relative to AV. However, D + Q treatment, but not ABT‐263 treatment, was associated with decreased expression of genes linked to positive regulation of glial cell migration and regulation of microglial cell activation (Figure 5f,g). 

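Superoxide genes were lower than in AV by a mean log2 of -0.19 in AA (adjusted p = 2.7e-06, 6 of 25 genes lower) and -0.26 in ADQ (adjusted p = 2.27e-08, 12 lower and 1 higher), in both series. Fry called the fall in ADQ (adjusted p = 0.0237) and not in AA (0.0872), and Fisher's exact test both (7.66e-08 and 0.000754). The direct comparison of AA with ADQ did not call the list (0.073, adjusted p = 0.0569), except in 8 of the 44 fits without 1 rat (lowest adjusted p = 0.0159, without the AA rat 3988), with the filter at a mean of 20 (0.12, adjusted p = 0.0118), with quantile normalization (0.067, adjusted p = 0.0472) and under 3 settings added later (adjusted p from 0.0233 to 0.047). Nitric oxide biosynthesis genes, a list of 33, were lower than in AV by -0.10 in AA (adjusted p = 0.0133, 7 genes lower and 2 higher) and -0.13 in ADQ (adjusted p = 0.00764, 8 lower and 3 higher), and did not differ between AA and ADQ (0.034, adjusted p = 0.488). By Fisher's exact test the adjusted p of this list was 0.000489 in AA and 0.00381 in ADQ, and by fry it was 0.106 and 0.066. The nitric oxide call in AA was made within series b (adjusted p = 0.031) and not within series a (0.282), and that in ADQ within series a (0.0351) and not within series b (0.0632). Itgb2, which is on both lists, was lower than in AV by log2 -0.49 in AA (p = 0.000416, adjusted p = 0.733) and -0.53 in ADQ (p = 0.00016, adjusted p = 0.134).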

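The immune response list was lower than in AV by a mean log2 of -0.40 in AA (adjusted p = 8.68e-20) and -0.54 in ADQ (adjusted p = 3.34e-25). Of its 64 genes, 23 were lower in AA and 38 in ADQ, and none was higher. The fall was present in both series, at -0.60 and -0.20 in AA and -0.70 and -0.38 in ADQ. With the mean of T and NK cell genes as a covariate, added later, both falls shrank. Both stayed called by camera (adjusted p = 0.0161 in AA and 6.74e-10 in ADQ). Cytotoxic lymphocyte transcripts, high in 4 of the AV rats, stay open as the whole cause in AA and as a part in ADQ. Between AA and ADQ the list was higher in AA by 0.14 (adjusted p = 0.00138), while 1 single gene, Irf7, was a DEG (log2 0.49, p = 0.0117, adjusted p = 0.981). That difference was called within series b (0.18, adjusted p = 0.000839) and not within series a (0.098, adjusted p = 0.161), and neither by fry (adjusted p = 0.491) nor by Fisher's exact test (adjusted p = 1). The genes with the smallest p against AV were C4b (log2 -0.80), Gbp5 (log2 -0.75) and Isg15 (log2 -0.71) in AA, and C4b (log2 -1.01), Oasl2 (log2 -0.69) and Ccl5 (log2 -3.14) in ADQ, none with an adjusted p below 0.05. The Ccl5 mean in AV was 109 ± 193 (SD, n = 12).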

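The list of microglial activation and phagocytosis was lower than in AV by a mean log2 of -0.28 in AA (adjusted p = 6.61e-14, 9 of 37 genes lower) and -0.35 in ADQ (adjusted p = 3.19e-16, 18 lower and 1 higher). Both falls were called within series a (-0.38 and -0.43) and within series b (-0.17 and -0.28). Fry called the fall in ADQ (adjusted p = 0.0267) and not in AA (0.072), and Fisher's exact test both (9.91e-12 and 1.63e-05). AA was higher than ADQ by 0.076 (adjusted p = 0.0344), a difference not called within series a (adjusted p = 0.223) or series b (0.0717). This call was lost in 8 of the 44 fits without 1 rat, with the highest adjusted p at 0.274 without the AA rat 3985, and it was made neither by fry (0.655) nor by Fisher's exact test (1). The gene with the smallest p in AA, Gpnmb, was at 252 ± 103 (SD, n = 12) in AV, 150 ± 49.6 (SD, n = 11) in AA and 155 ± 23.0 (SD, n = 11) in ADQ. Genes of glial cell development were lower than in AV by -0.13 in AA (adjusted p = 7.48e-05) and -0.25 in ADQ (adjusted p = 5.8e-11), the AA fall within series b (-0.17, adjusted p = 0.000724) and not within series a (-0.070, adjusted p = 0.184). By fry neither fall of the glial list was called (0.387 in AA and 0.0872 in ADQ), and by Fisher's exact test both were (0.0444 and 6.39e-08). No list was made for glial cell migration.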

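Between AA and ADQ, presynaptic genes were lower in AA by a mean log2 of -0.059 (adjusted p = 0.00952, 5 genes lower), as were glutamatergic genes (-0.043, adjusted p = 0.0305, 2 genes higher and 3 lower) and GABAergic genes (-0.070, adjusted p = 0.0298, 2 lower). These calls were made within series b (adjusted p = 0.00206, 0.000626 and 0.000805) and not within series a (0.421, 0.856 and 0.971). By fry none was called (0.387, 0.314 and 0.255), and by Fisher's exact test the presynaptic list alone (0.0338). The postsynaptic density list was not called (-0.021, adjusted p = 0.307), except within series b (-0.061, adjusted p = 0.0195). Without the ADQ rat 4106 the presynaptic call was lost (adjusted p = 0.115), and the glutamatergic and GABAergic calls were each lost in 6 of the 44 fits without 1 rat, with the highest adjusted p at 0.191 and 0.134 without the AA rat 4036. The single genes with the smallest p were Clgn, at 67.7 ± 16.7 (SD, n = 11) in AA and 97.6 ± 15.1 (SD, n = 11) in ADQ, and Tfeb, at 244 ± 54.4 (SD, n = 11) and 180 ± 27.8 (SD, n = 11), each with an adjusted p of 0.981 by limma.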

Finally, examination of the top categories that were upregulated or downregulated or both up and downregulated in AA relative to ADQ, revealed that the AA group exhibited both up and downregulation of synaptic/neuronal genes and genes linked to molecular binding, and the AA group exhibited upregulation for cell death, apoptosis and negative regulation of cell death and apoptosis (Figure 5h).

### 2.5 Effect of senolytic treatment on morphological measures of microglial activation

Transcriptomic profiling indicated senolytic treatments decreased immune response genes. Differences were noted in that D + Q was better able to prevent the age‐related increase in genes for some inflammation signaling (i.e. TNF signaling and Fc gamma R‐mediated phagocytosis), glial cell development and migration, and regulation of microglial cell activation. 

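In the direct comparison of AA with ADQ, TNF signaling (mean log2 0.033, adjusted p = 0.528) and Fc gamma R-mediated phagocytosis (0.041, adjusted p = 0.250) were not called, and glial cell development was higher in AA by 0.12 (adjusted p = 0.000441, 4 genes higher). The last difference was present within series a (0.24, adjusted p = 1.01e-06) and not within series b (0.014, adjusted p = 0.743), and it was lost in 2 of the 44 fits without 1 rat (highest adjusted p = 0.0808, without the AA rat 3996). Neither fry (0.485) nor Fisher's exact test (0.0571) called it. The list also holds oligodendrocyte genes. The AA rats 3996 and 4107 had the highest oligodendrocyte scores (mean log2 value of marker genes) of AA, at 13.1 in each. Their dentate granule cell scores were the lowest of AA, at 9.78 and 8.91. The next AA rat, 3985, was at 12.4 and 10.5. Tissue makeup therefore stays open for the higher glial list in AA. Against AV, Fc gamma R-mediated phagocytosis was lower in ADQ (-0.11, adjusted p = 0.0129, within series a 0.00185, within series b 0.461, by Fisher's exact test 4.44e-05 and by fry 0.066) and not called in AA (-0.073, adjusted p = 0.0858), and TNF signaling was called in neither (adjusted p = 0.0888 in ADQ and 0.193 in AA). Fisher's exact test called TNF signaling lower in ADQ (adjusted p = 0.0218) and not in AA (0.0644), while array weights called it lower in ADQ (0.0309) and AA (0.0375), as did the library total covariate, added later (0.016 and 0.021). Within series a it was called in ADQ (0.0473) and not in AA (0.139). Phagocytosis was called lower in AA with quantile normalization (0.0479) and within series a (0.045). The paper reports lower immune response genes with both treatments and notes that D + Q acted more on some inflammation signaling, glial development and migration, and microglial activation.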

To visualize microglia and morphologically examine activation status, we stained sections of cerebral cortex with Iba‐1 antibody (Figure 6a). The stained sections were subsequently analyzed for 25 cells/area of cerebral cortex across 6 areas (*n* = 150 cells cumulatively) measuring soma size, number of processes per cell, average length of these processes, and number of major branches per cell (Figure 6b–e). The measures were then averaged for each animal. Across most measures of microglial activation, greater activation was observed for AV (greater soma size, decreased number of processes, and reduced process length) and YNG exhibited the least microglia activation, with intermediate levels for senolytic‐treated animals. ANOVAs indicated a group difference for the size of the soma [*F*(3, 20) = 20.45; *p* < 0.0001], and post hoc tests indicated that all groups were different from the other groups except for the two senolytic groups, which were similar to each other. An ANOVA on the number of processes indicated a difference across groups [*F*(3, 20) = 23.73; *p* < 0.0001], and post hoc tests indicate that each group was different from the other three groups, with a decrease in the number of processes for AA animals relative to ADQ. For the number of branches [*F*(3, 20) = 12.38; *p* < 0.0001], post hoc tests indicated a decrease in number of branches of all older groups relative to YNG. Finally, for the length of processes [*F*(3, 20) = 8.29; *p* < 0.001], post hoc tests indicated that AV had decreased length relative to the other three groups and AA had a decrease in length relative to YNG.

**FIGURE 6:**
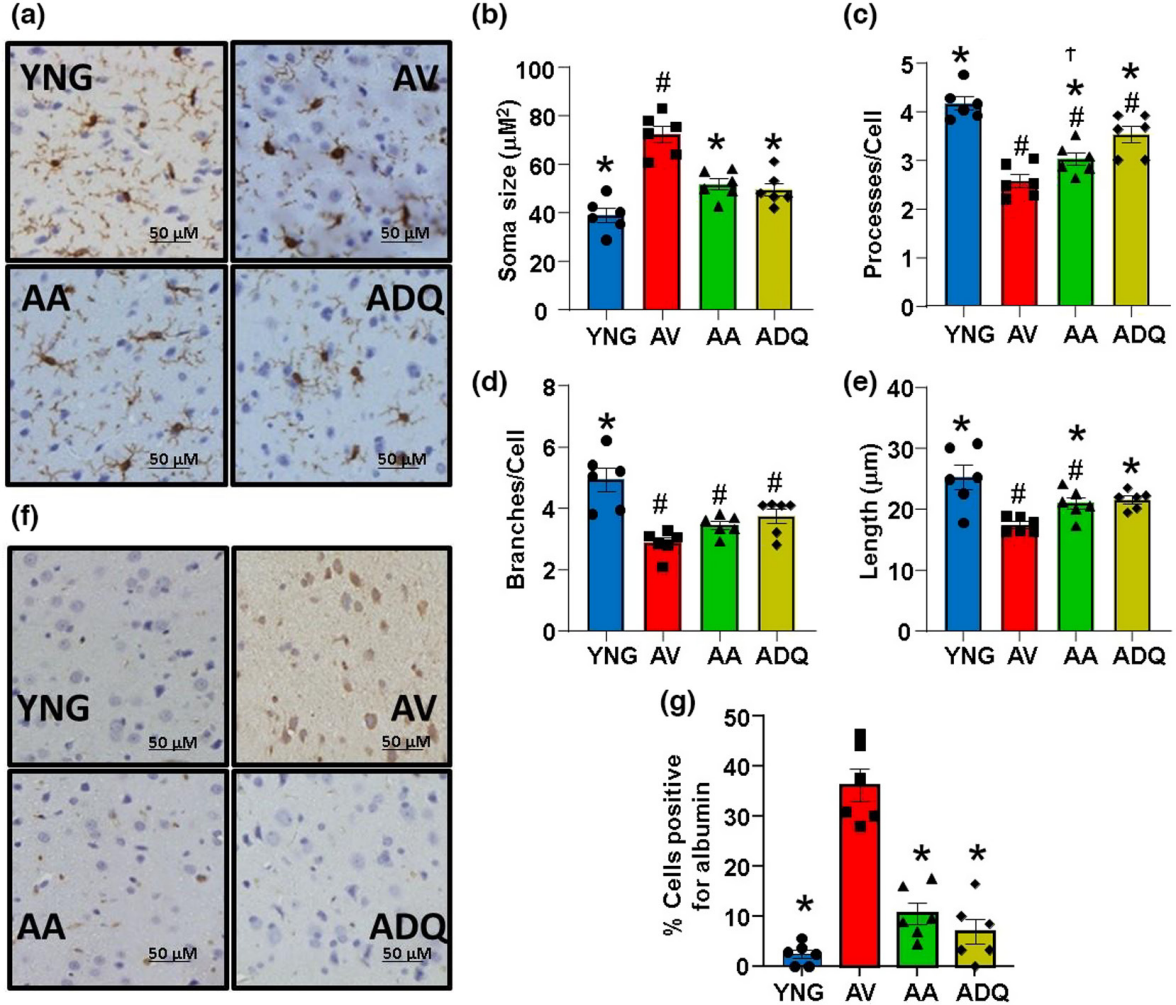
Senolytic treatment reduces age‐associated microglial activation. (a) Representative cortex sections immunohistologically stained for iba‐1. Mean ± SEM for microglial morphological parameters (b) soma size, (c) processes per cell, (d) branches per cell, and (e) the average length of the process. (f) Representative cortex sections immunohistologically stained for albumin. (g) Bars represent mean ± SEM. Asterisks indicate a difference relative to AV, # denotes a difference relative to YNG, and Ϯ indicates a difference relative to ADQ (*p* < 0.05).

### 2.6 Senolytic treatment maintains blood–brain barrier integrity

Albumin is peripherally restricted and enters the brain upon BBB disruption (Kassner & Merali, 2015). Cortical sections were stained for albumin (Figure 6f) to assess the percentage of cells positively stained for albumin for each animal (*n* = 6 per group). An ANOVA indicated a significant difference across groups [*F*(3, 20) = 39.43; *p* < 0.0001] and post hoc tests indicated a higher proportion of positively stained cells in the cerebral cortex of AV when compared to all the other groups (*p* < 0.0001; Figure 6g). 

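TGFβ signaling genes were lower than in AV by a mean log2 of -0.12 in AA (adjusted p = 0.00548, 2 of 45 genes lower) and -0.15 in ADQ (adjusted p = 0.0111, 11 genes lower). Both changes were called within series a (-0.18, adjusted p = 0.00044, and -0.23, adjusted p = 0.000111) and not within series b (-0.043, adjusted p = 0.705, and -0.063, adjusted p = 0.817). The AA call was lost without the AV rat 4568 (adjusted p = 0.0548), and the ADQ call without the AV rat 3999 (adjusted p = 0.0674) and in 1 further fit that left out a rat. By fry neither was called (adjusted p = 0.182 and 0.159), and by Fisher's exact test the change in ADQ (0.00041) and not that in AA (1). Neither change was called with a covariate for T and NK cell genes, added later. The list did not differ between AA and ADQ (0.032, adjusted p = 0.796).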

The results for albumin staining and gene expression of TGFβ signaling indicate that senolytic treatment, from 12 to 18 months of age, can maintain the integrity of the BBB. Thus, leakage of clinically significant amounts of ABT‐263 into the brain is unlikely.

## 3 DISCUSSION

Long‐term treatment with ABT‐263 or D + Q, initiated in middle‐age, decreased peripheral markers of tissue senescence and systemic inflammation, and preserved hippocampal‐dependent cognitive function and NMDAR‐mediated synaptic transmission to a similar extent. This is the first demonstration that senolytic treatment preserves NMDAR function and provides novel information on the effect of ABT‐263 on plasma cytokines. Compared to older controls, senolytic treatments decreased transcription of DG genes linked to oxidative stress and immune response, and increased the expression of synaptic genes. However, D + Q had a greater effect on brain transcription categories associated with cellular senescence, decreasing expression of genes linked to apoptosis, regulation of apoptosis, and microglial activation that were not significant for ABT‐263 treatment. Dissimilarities associated with brain transcription indicate divergence in central mechanisms, possibly due to differential brain access. Previous work indicates that dasatinib enters the central nervous system (Guntner et al., 2020; Porkka et al., 2008) to clear senescent cells (Ogrodnik et al., 2021; Zhang et al., 2019). In contrast, ABT‐263 does not cross the BBB (Yamaguchi & Perkins, 2012), which may explain differential effects. In particular, senescent cells are resistant to apoptosis due to upregulation of anti‐apoptotic pathways. Relative to the ADQ group, the AA group exhibited increased expression of genes for apoptosis and negative regulation of apoptosis, consistent with the idea that senescent cells are primed to undergo apoptosis, while the implementation of the death program is provisionally suppressed (Fan et al., 2020).

Cellular senescence is also associated with increase oxidative stress (Doubleday et al., 2020; Passos et al., 2007; Rajapakse et al., 2011) and elimination of senescent cells by D + Q may contribute to the decreased expression of genes for superoxide metabolic pathways in the brain. Alternatively, quercetin also passes the BBB and has anti‐oxidant properties (Ishisaka et al., 2011), which may contribute to greater downregulation of superoxide metabolic pathways, specifically by D + Q.

Previous work suggests that a failure of large doses of ABT‐263 (50 mg/kg) to reduce established microglia activation in aged mice was due to the inability of ABT‐263 to cross the BBB (Mehdipour et al., 2021). In the current study, long‐term treatment with ABT‐263 or D + Q decreased the age‐related morphological markers of microglial activation and expression of immune response genes. In the case of ABT‐263, the effect may have been due to early treatment, prior to extensive induction of neuroinflammation. However, the results also point to increased effectiveness of D + Q in maintaining number of microglial processes and length of microglial processes. Furthermore, compared to AV animals, D + Q treatment, but not ABT‐263 treatment, decreased expression of genes linked to positive regulation of glial cell migration and regulation of microglial cell activation. Finally, similar to AV animals, the AA groups continued to exhibit increased expression of genes for TNF signaling, Fc gamma R‐mediated phagocytosis, and glial cell development compared to YNG.

The ability of ABT‐263 to decrease some markers of neuroinflammation may be due to a leaky BBB, permitting increased access of ABT‐263 to the brain. Senescence of vascular cells can result in neurovascular uncoupling and increased susceptibility of the BBB to disruption, which may be prevented by senolytic treatment (Lee et al., 2021; Tarantini et al., 2021; Yamazaki et al., 2016). However, in this case, it would be expected that ABT‐263 should have decreased microglial activation in aged mice (Mehdipour et al., 2021). Furthermore, in the current study, ABT‐263 treatment preserved BBB integrity, reducing expression of TGFβ signaling genes (e.g. *Acvrl1*, *Cldn5*, *Eng*, *Id1*, *Tfgfb1*) associated with BBB disruption (Chen et al., 2020; Senatorov Jr et al., 2019; Figure S2), and preventing the rise in albumin entry into the brain, indicating that it is unlikely that ABT‐263 achieved significant brain levels. 

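Against AV, the change in AA was log2 -0.49 for Tgfb1 (permutation p = 0.014), -0.36 for Eng (permutation p = 0.0193), -0.39 for Cldn5 (permutation p = 0.0835), -0.38 for Acvrl1 (permutation p = 0.0826) and -0.30 for Id1 (permutation p = 0.117), all two-sided with 100000 resamples. Adjusted over the list alone, Tgfb1 (0.0263) and Eng (0.0322) passed 0.05. By limma and over all genes tested, none of the 5 did (adjusted p = 0.999 for each). Eng was no longer a DEG in 2 of the 44 fits without 1 rat (highest p = 0.0774, without the AV rat 3989). With a covariate for T and NK cell genes, added later, neither Tgfb1 (p = 0.249 by limma) nor Eng (p = 0.422) was a DEG in AA. Within series a, Eng alone was a DEG in AA (log2 -0.55, p = 0.031 by limma), and within series b none of the 5 was (p from 0.0502 to 0.24 by limma).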

Whether hippocampal BBB disruption contributes to cognitive decline during normal aging is debated (Montagne et al., 2015; Verheggen et al., 2020), partly due to differences in techniques employed and variability in BBB leakiness (Banks et al., 2000; Bowman et al., 2018; Goodall et al., 2018; Moinuddin et al., 2000; Senatorov Jr et al., 2019). Importantly, BBB permeability correlates with serum inflammatory markers (Bowman et al., 2018) and increases under conditions that evoke inflammation (Montagne et al., 2022; Varatharaj & Galea, 2017).

Indeed, the reduction in systemic inflammation likely contributed to treatment effects on neuroinflammation and immune response genes in the brain (Balusu et al., 2016; Barter et al., 2020; Norden et al., 2016; Yegla & Foster, 2019). Thus, the increase in TNF signaling genes in the brain of the AA group, which was absent from the ADQ group, may be due to the ability of D + Q to decrease plasma TNFα. In this case, plasma TNFα may underlie increased TNF signaling in the DG of the AA group and TNFα contributes to some markers of inflammation and cell senescence (Budamagunta, Manohar‐Sindhu, et al., 2021).

A divergence in the ability to remove peripheral senescent cells could influence off‐site bystander effects on the brain (Hickson et al., 2019; Xu et al., 2018). However, very few differences were noted in the ability of D + Q and ABT‐263 to decrease senescence in the periphery. Indeed, ABT‐263 may have had a greater effect, decreasing *Cdkn2a* and *Tnfsf11* to a greater extent in the spleen. Previous studies indicate that the ability of D + Q to decrease plasma SASP factors during aging is highly variable (Farr et al., 2017; Hickson et al., 2019; Justice et al., 2019; Krzystyniak et al., 2022; Novais et al., 2021) and little is known about the effect of ABT‐263 on plasma SASP factors. We confirmed an increase in pro‐inflammatory cytokines/chemokines with age and several inflammatory mediators (IL‐1β, IP‐10, and RANTES) decreased following senolytic treatment, with some markers more responsive to D + Q (TNFα) or ABT‐263 (IFNγ, leptin, EGF). Importantly, many of the plasma inflammatory markers decreased by senolytic treatment influence microglia (Hickman et al., 2013), disrupt the BBB, or cross the BBB to disrupt cognition (Banks & Kastin, 1992; Murta et al., 2015; Rahman et al., 2018; Wang et al., 2018; Yan et al., 2022). Moreover, systemic inflammation contributes to brain redox stress that mediates the decline in NMDAR function (Bodhinathan et al., 2010; Kumar et al., 2018; Kumar & Foster, 2013) and increased systemic inflammation during aging is associated with impaired cognitive function (Marksteiner et al., 2011; Scheinert et al., 2015; Serre‐Miranda et al., 2020). Together the results indicate that both treatments were able to remove peripheral senescent cells and decreased systemic inflammation, which likely contributed to preserved BBB integrity, synaptic function, and cognition.

In addition to decreasing basal measures of systemic inflammation, senolytic treatment can inhibit the hyper‐responsive release of SASP factors during acute systemic inflammation (Budamagunta, Manohar‐Sindhu, et al., 2021; Camell et al., 2021). Concern about acute systemic infection on the trajectory of cognitive decline has dramatically increased due to the neurocognitive sequelae associated with acute infections, including COVID‐19 (Choutka et al., 2022; Crivelli et al., 2022; Zhao et al., 2022). The enhanced release of SASP factors can induce senescence in neighboring cells and cytokines/chemokines from the periphery enter the brain, contributing to the trajectory of cognitive decline and brain aging, increasing expression of immune response genes, decreasing synaptic genes, and impairing NMDAR function (Barter et al., 2021; Bettcher & Kramer, 2014; Beydoun et al., 2019; Mavrikaki et al., 2021). Thus, senolytic treatments may preserve cognition by limiting the effects of acute and chronic systemic inflammation.

## 4 CONCLUSION

D + Q and ABT‐263 treatment, over the course of aging, maintained memory to a similar extent. The treatment‐mediated reduction in systemic inflammation likely contributes to maintenance of BBB integrity, decreased immune responses in the brain, and preservation of synaptic connectivity, including maintenance of NMDAR function involved in spatial memory. Differences in brain gene expression for the two treatments are likely due to additional antioxidant effects of quercetin, disparity in brain access of D + Q and ABT‐263, and differential effects on systemic inflammation. Together, the results emphasize the importance of peripheral senescence and systemic inflammation in mediating age‐related brain changes that contribute to cognitive decline.

Senolytic therapy can reverse some late‐life diseases and improve lifespan in mouse models (Musi et al., 2018; Roos et al., 2016; Yousefzadeh et al., 2018). In the current study, treatment was initiated in middle‐age. Thus, the effectiveness of treatment may change with more advanced age, which would presumably have a higher burden of established diseases, increased numbers of senescent cells, and age‐related epigenetic modifications. Finally, sex may determine the effectiveness of treatments that influence aging phenotypes (Casaletto et al., 2020; Strong et al., 2020) and little is known about the effect of senolytic treatment in females and results are mixed (Muralidharan et al., 2022; Novais et al., 2021; Schwab et al., 2022). Thus, future studies should examine effects of senolytic treatment on cognition and brain transcription in females.

## 5 EXPERIMENTAL PROCEDURES

### 5.1 Animals

Procedures and experiments pertaining to animals have been reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of University of Florida. All the procedures and experiments involving animals were in accordance with the guidelines set forth by the United States Public Health Service Policy on Humane Care and Use of Laboratory Animals. This study utilized male Fischer 344 rats of different ages obtained from the National Institute on Aging through University of Florida animal care services. The animals were maintained in a reverse cycle 12:12 h light/dark schedule. They were provided with ad libitum access to food and water.

### 5.2 Treatments

Rats (total = 108) were allowed to acclimatize to their new animal facility and the reverse light cycle schedule for at least 10 days before the initiation of any procedure. Middle‐aged rats (12 months; total = 86) were divided randomly into three groups of which one group received a vehicle treatment (AV, *n* = 36), another group received a dasatinib (1.2 mg/kg) + quercetin (12 mg/kg) cocktail (ADQ, *n* = 28) while the final group received ABT‐263 (12 mg/kg) treatment (AA, *n* = 22). The dose of D + Q was based on the literature for mice and the dose of ABT‐263 was optimized using a dose/response (0–25 mg/kg, orally) examining cognition and peripheral markers (data not shown). The drugs were dissolved in a vehicle containing 60:30:10 ratio of Phosal 50 PG, PEG400, and ethanol, respectively. Rats were treated via oral gavage for 5 consecutive days with a 2 week break in between two cycles (as depicted in Figure S1). A total of eight cycles of treatment over the span of 6 months were administered before the rats were behaviorally characterized for motor and cognitive performance. A final round of senolytic treatment was administered a week after the completion of the behavioral characterization and rats were euthanized 2 weeks following the final treatment. Young animals (6 months; YNG; *n* = 22) were tested at the same time as older groups.

### 5.3 Behavior

#### 5.3.1 Cue discrimination task

Animals were tested on the cue discrimination and the one‐day version of the spatial watermaze task, starting 1 week following eight cycles of treatment (~6 months after initial treatment). Details of behavior measures have been previously described (Barter et al., 2021; Guidi et al., 2014; Smith et al., 2020). A 1.7 m diameter black circular water tank within a well‐lit room was surrounded by a black curtain. The temperature of the water was maintained at 27 ± 2°C. An escape platform, roughly 1 cm above the water level, held a white visual cue. Noldus EthoVision software was used to record and process data from the trials. Before testing, rats were separated into individual cages. After 20 min of acclimatization to the new cages, the animals were habituated to the pool by letting them swim freely for 30 s. Behavioral training consisted of five training blocks of three trials each and the entirety of cue discrimination training was completed in 1 day. The inter‐trial interval was 20 s and inter‐block interval was 20 min. At the end of each block, the animal was returned to its cage which was placed in front of a heater to prevent hypothermia. Release points, platform, and start locations were randomized for each trial. Rats were given 60 s per trial to find the platform and if they failed to do so, they were gently guided to the platform.

#### 5.3.2 Spatial discrimination task

Three days after the cue discrimination training, animals were trained on the one‐day spatial version of the watermaze to assess their ability to use the distally placed spatial cues to remember and navigate to the location of the submerged platform (Barter et al., 2020; Barter et al., 2021; Foster & Kumar, 2007; Guidi et al., 2014; Guidi, Kumar, & Foster, 2015; Kumar et al., 2018). Bright and contrasting objects were placed on all four sides of the pool to act as distally located spatial cues. The escape platform was submerged 1 cm below the water surface and the platform location was fixed throughout the duration of the spatial discrimination training. The training consisted of five blocks of three trials per block and the start location for each trial was changed randomly for each trial. Each rat was given 60 s to find the location of the platform and if they failed to find the platform within the 60 s, they were gently guided to the platform. The inter‐trial interval was 20 s and the inter‐block interval was 20 min. At the end of each block, the rat was returned to the holding cage which was placed next to a heater to prevent hypothermia.

At the end of the 5th block, an acquisition probe trial was performed. The platform was removed from the pool and each rat was released from the quadrant opposite the goal quadrant, where the platform was initially located. During the probe trial, the rat was allowed to swim freely for 60 s. After the end of the acquisition probe trial, a refresher block of training with the platform placed back into the goal quadrant was administered. 24 h after spatial training, the rat was tested on the retention probe trial where the platform was again removed from the pool and the rat was allowed to swim for 60 s. To quantitatively assess the performance on the probe trials, discrimination index (DI) scores were calculated using the formula [(time spent in goal quadrant − time spent in opposite quadrant)/(time spent in goal quadrant + time spent in opposite quadrant)].

#### 5.3.3 Inhibitory avoidance

To further assess learning and memory, 7 days after the conclusion of the spatial watermaze training, an inhibitory avoidance test was conducted based on the protocols established previously (Foster & Kumar, 2007; Speisman et al., 2013; Zhou et al., 2011). In short, an inhibitory avoidance apparatus (Coulbourn Instruments) comprising two compartments connected by an automatic door was used for this test. One of the chambers was lit by a light while the other chamber was maintained dark. On the training day, one rat at a time was put into the light chamber and was allowed to acclimatize for 90 s. The connecting door was programmed to automatically open at 90 s, allowing the rat to access the dark chamber. The rat was given 10 min to enter the dark chamber and once all four paws of the rat crossed over to the dark chamber, the automatic door was shut and the rat was given a relatively mild electric shock (0.21 mA) for 3 s. This usually elicits a jump or rapid movement response in the rat, which confirms the rat received an electric shock. Five seconds later, the rat was removed from the chamber and returned to its home cage.

On the testing day (24 h after the training trial), the rat was once again placed in the light chamber and allowed to acclimatize for 90 s before the connecting door opened. The rat was then given 10 min to re‐enter the dark chamber at the end of which the rat was returned to their home cage. The latency to re‐enter the dark chamber was recorded and used to assess memory.

#### 5.3.4 Grip strength test

Grip strength was determined as described previously (Carter et al., 2009; Cui et al., 2009; Kumar et al., 2012; Zhou et al., 2011). Briefly, grip strength was assessed using an automated grip strength meter by sensing the peak amount of force an animal applies in grasping the pull bar assembly (Columbus Instruments) The rat was hand‐held by the experimenter using assembly (Columbus Instruments). For each measurement, the rat's forelimbs were gently placed on the bar, the animal grabbed the bar (a reflex response in rodents), and was then drawn along a straight line leading away from the sensor. The rat released the pull bar at some point and the maximum force attained was stored on the digital display. The peak amount of force the animal applied in grasping the pull bar was measured. The mean force (g) was calculated over three trials and was divided by body weight. The mean force (g) was calculated over three trials, separated by 2–4 min.

### 5.4 Hippocampal slice electrophysiological recordings

Two weeks after the eighth cycle of senolytic treatment, rats were sacrificed and electrophysiological recordings were performed on hippocampal slices as described previously (Bodhinathan et al., 2010; Guidi, Kumar, & Foster, 2015; Kumar, 2015; Kumar et al., 2009, 2018, 2019; Kumar & Foster, 2013). The rat was anesthetized using isoflurane before being decapitated using a guillotine. The whole brain was harvested and briefly incubated (~30 s) in a beaker containing pre‐chilled, ice‐cold calcium‐free artificial cerebrospinal fluid (aCSF in mM: NaCl 124, KCl 2, KH_2_PO_4_ 1.25, MgSO_4_ 2, CaCl_2_ 0, NaHCO_3_ 26, and glucose 10). Both hippocampi were then harvested and ~400 μM sections cut parallel to the alvear fibers. These slices were then transferred to the interphase recording chamber where they were incubated in standard aCSF (in mM: NaCl 124, KCl 2, KH_2_PO_4_ 1.25, MgSO_4_ 2, CaCl_2_ 2, NaHCO_3_ 26, and glucose 10), which was continuously oxygenated. The temperature of the aCSF was maintained at 30 ± 0.5°C and a pH of 7.4. fEPSPs from CA3‐CA1 hippocampal synaptic contacts were recorded with glass micropipettes (4–6 MΩ) filled with aCSF. Concentric bipolar stimulating electrodes (outer pole: stainless steel, 200 μm diameter; inner pole: platinum/iridium, 25 μm diameter, Fredrick Haer & Co) were positioned on approximately 1 mm from the recording electrode localized to the middle of stratum radiatum to stimulate CA3 inputs onto CA1. Using an SD9 stimulator (Grass Instruments), field potentials were induced by single diphasic stimulus pulses (100 μs). The signals were amplified, filtered between 1 Hz and 1 kHz, and stored on computer disk for offline analysis (Data Wave Technologies).

Following acquisition of an input/output curve for total synaptic potentials, the NMDAR‐fEPSPs were isolated as previously described (Bodhinathan et al., 2010; Kumar et al., 2019; Kumar & Foster, 2013). Briefly, the hippocampal slices were incubated for ≥60 min in aCSF containing 0.5 mM magnesium (Mg2+), 30 μM 6,7‐dinitroquinoxaline‐2,3‐dione (DNQX) and 10 μM picrotoxin (PTX) to isolate NMDAR‐mediated synaptic response. Following isolation of NMDAR EPSP, input–output curve for NMDAR‐EPSP was generated by applying increasing stimulation intensities.

### 5.5 Tissue harvesting

Animals were deeply anesthetized with isoflurane and decapitated using a guillotine. Brains were then quickly harvested and rinsed with pre‐chilled saline. Using surgical tools, the hippocampi were removed, placed on a dissection tray on ice and the DG sub‐region was further isolated. In addition, peripheral organs, lung, liver, spleen, and kidney were harvested by making a vertical incision on the ventral surface of the carcass. All the tissues were promptly flash‐frozen in liquid nitrogen and stored at −80°C.

### 5.6 Next‐generation RNA sequencing and data analysis

Transcriptional profiles were analyzed in the DG sub‐region of hippocampus from rats belonging to various groups: young (YNG, *n* = 10), aged vehicle (AV, *n* = 12), aged + DQ (ADQ, *n* = 11), aged + ABT‐263 (AA, *n* = 11) treated rats. RNA isolation, library preparation, and transcriptomic sequencing were performed based on the previously published methods (Barter et al., 2019; Ianov et al., 2016, 2017). Briefly, RNA was isolated using RNeasy Lipid Tissue Mini kit (Qiagen, Catalog Number #74804). DNA was eliminated from the samples using an RNase‐Free DNase Kit (Qiagen, Catalog Number #79254). A NanoDrop 2000 spectrophotometer measured RNA concentration and purity and a High Sensitivity RNA ScreenTape in an Agilent 2200 Tapestation system measured RNA integrity number (RIN). RNA with a RIN greater than 8 was spiked with External RNA Controls Consortium (ERCC) control (Thermo Fisher, Catalog Number #4456740), to assess the quality of the library preparation. Dynabeads mRNA DIRECT Micro Kit (Thermo Fisher; Catalog Number #61021) was used for poly (A) selection of mRNA from the isolated total RNA. Using the isolated mRNA, whole transcriptome libraries were prepared with Ion Total RNA‐Seq Kit v2 (Thermo Fisher, Catalog Number #4475936). Ion Xpress barcodes (Thermo Fisher, Catalog Number #4475485) were utilized for multiplex sequencing. The library size distribution and molar concentration were determined using Qubit dsDNA High Sensitivity Assay kit (ThermoFisher, Cat# 32851) and High Sensitivity D1000 Screen tape Kit (5067‐5584) on 2200 TapeStation System (Agilent Technologies, Cat# G2964A) according to the manufacture's protocol. Templates were then prepared on Ion Chef System and sequencing was carried out on an Ion Proton. The RNA‐sequencing data from this study have been uploaded to NCBI's Gene Expression Omnibus under the accession number GSE220971.

For data analysis to obtain the list of DEGs, Partek Flow server was used. FASTQ files were trimmed and aligned to rat (rn6) genome using STAR. The gene counts were normalized using median ratio and any gene with the total number of counts lower than five per sample was excluded from the analysis. DESeq2 was utilized to obtain a list of DEGs. A threshold *p*‐value lower than 0.05 was used as a cut‐off to statistically filter genes. Genes that passed this statistical filter were grouped into “upregulated” and “downregulated” genes which were then separately run through NIH Database for Annotation, Visualization, and Integrated Discovery (DAVID) for gene enrichment and functional annotation clustering analysis. This analysis was limited to cellular components, biological process, and molecular function in the “Direct” and “FAT” categories, and Kyoto Encyclopedia of Genes and Genomes (KEGG). A Benjamini false discovery rate (FDR) of adj‐*p* < 0.05 was used as a threshold to identify significant clusters. Finally, directed analysis (*p* < 0.05) was conducted for some specific comparisons linked to cell senescence.

### 5.7 Immunohistochemistry

The cerebral cortex was fixed in 4% paraformaldehyde for 48 hours after which it was washed with phosphate‐buffered saline and transferred to 70% ethanol solution until processed. The cerebral cortex was then embedded in paraffin and sectioned into 4 μm thick slices, which were then mounted on glass slides. Slides with sections of the cerebral cortex were deparaffinized by incubating three times in xylene for 10 min. These deparaffinized sections were then rehydrated by serially incubating the slides in 100%, 95%, 80%, and 60% ethanol for 5 min in each solution. After rinsing with distilled water, the slides were incubated in citrate buffer at 95°C for 45 min. The slides were then rinsed thrice with 1× tris‐buffered saline with 0.1% Tween (TBST) before incubating in 3% hydrogen peroxide for 10 min. The slides were blocked with 10% goat serum for 1 h and then with rabbit anti‐rat albumin/iba‐1 (diluted 1:250) overnight at 4°C. After being washed three times with 1× TBST for 3 min each, the slides were incubated with goat anti‐rabbit secondary antibody conjugated with HRP for 90 min. The slides were then washed thrice with 1× TBST for 3 min each and were incubated with a solution containing DAB and hydrogen peroxide for 90 s. The slides were then washed with water before incubating with hematoxylin solution for 20 s. The slides were washed again under running water before being dehydrated by serially incubating in 60%, 80%, 95%, and 100% ethanol for 2 min each and xylene for 5 min. The slides were then sealed with mounting media and coverslips. Services from the Molecular Pathology Core at University of Florida were utilized for the timely completion of the immunohistological staining.

The stained sections were blindly scored based on fixed parameters. For albumin staining, 10 random imaged cerebral cortical regions per animal were chosen and the number of albumin‐positive cells per 50 total cells were counted in each region. For iba‐1, multiple parameters such as the size of soma, average length of the longest arm of the processes, and the number of processes per cell were measured using ImageJ. Five random imaged cerebral cortical regions per animal were chosen and five cells per area of cerebral cortex were analyzed.

### 5.8 Plasma cytokine and chemokine analysis

At the time of tissue collection, trunk blood was collected in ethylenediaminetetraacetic acid (EDTA) tubes (*n* = 6 rats per group). Plasma was harvested from the blood by centrifuging the tubes at 1600 *g* for 10 min at room temperature. The plasma was then flash frozen in liquid nitrogen and stored at −80°C for downstream analysis. These plasma aliquots were then subjected to analysis using Rat Cytokine/Chemokine 27‐Plex Discovery Assay by the Eve Technologies Corporation. Cytokine concentrations falling below the threshold of detection were not included. For statistical analysis, the number of samples per group was 3–6.

### 5.9 Quantitative polymerase chain reaction (qPCR)

RNA was isolated from 30 mg of tissue (lung, liver, spleen, and kidney) using RNeasy mini kit (Cat. No. 74106, Qiagen) and was converted into cDNA using a high‐capacity cDNA reverse transcription kit (Cat. No. 4368813, Applied Biosystems) following manufacturer's instructions. Gene expression was then quantified using gene‐specific primers (Table S1) and fast SYBR green master‐mix (Cat. No. 4385617, Applied Biosystems) as per the manufacturer's instructions. GAPDH was used to normalize the expression levels across all samples and the gene expression level in untreated tissues was used as baseline to compare the fold change in expression between groups. Fold change in gene expression was determined using ΔΔCT method.

### 5.10 Statistical analyses

Statistical analyses for measures other than next‐generation sequencing (e.g. behavior, electrophysiology, and plasma cytokines) were performed using Statview software (SAS Institute). Parametric variables were presented as mean ± SD and non‐parametric variables were presented with geometric mean. ANOVAs were employed to examine main effects and interactions. Significant differences were localized using Fischer's PLSD post hoc comparisons (*p* < 0.05). One‐tailed one‐group *t* tests (*p* < 0.05) were performed to determine if the DI scores were above that expected by chance (i.e. DI score = 0). Kruskal–Wallis test was employed for inhibitory avoidance (*p* < 0.05), with Mann–Whitney *U* tests to localize differences (*p* < 0.05).

## AUTHORS CONTRIBUTIONS

VB, designed and performed experiments, analyzed data, constructed illustrations, and wrote the manuscript, AK, designed and performed experiments, analyze data, constructed illustrations, wrote manuscript, AR, performed experiments, analyzed data, and manuscript editing, LB, performed experiments, SMS, performed experiments, YY, performed experiments, DZ, designed experiments, TCF, designed the experiments, analyzed data, wrote the manuscript, and constructed illustrations.

## CONFLICT OF INTEREST STATEMENT

Daohong Zhou is an inventor of two pending patent applications for use of Bcl‐xL PROTACs, synthesized using ABT‐263, as senolytic and antitumor agents. Daohong Zhou is a co‐founder of and has equity in Dialectic Therapeutics, which develops Bcl‐xL PROTACs to treat cancer.

## Supporting information

**Figure S1.** (a) Time course of treatment. Starting at 12 months of age, rats were treated via oral gavage for 5 consecutive days with a 2‐week break in between two cycles. A total of 8 cycles of treatment over the span of 6 months were administered before the rats were behaviorally characterized for motor and cognitive performance. A final round of senolytic treatment was administered a week after the completion of the behavioral characterization and rats were euthanized 2 weeks following the final treatment. (b) Body weight over the course of the study. (c) Grip strength normalized to weight. # = difference from YNG, * = difference from AV, Ϯ = difference from ADQ. Click here for additional data file.

**Figure S2.** Expression levels of genes involved in TGF‐β signaling as obtained from mRNA sequencing (a–e). Normalized gene counts of *tgfb1* (a), *cldn5* (b), *Eng* (c), *acvrl1* (d) and *id1* (e). Click here for additional data file.

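The genes of the panels are Tgfb1 (ENSRNOG00000020652), which encodes the growth factor, Cldn5 (ENSRNOG00000045811), a tight junction protein of endothelial cells, Eng (ENSRNOG00000050190) and Acvrl1 (ENSRNOG00000028713), which encode TGFβ receptors of endothelial cells, and Id1 (ENSRNOG00000021750), a target gene of the pathway. Mean normalized values for Tgfb1 were 211 ± 71.0 (SD, n = 10) in YNG, 280 ± 85.2 (SD, n = 12) in AV, 198 ± 62.7 (SD, n = 11) in AA and 192 ± 54.6 (SD, n = 11) in ADQ. For Cldn5 they were 989 ± 469, 1545 ± 741, 1093 ± 251 and 928 ± 145 (SD) in the same groups. Eng was at 374 ± 145, 583 ± 228, 439 ± 81.7 and 420 ± 70.2 (SD), Acvrl1 at 109 ± 42.7, 228 ± 136, 158 ± 26.9 and 146 ± 31.9 (SD), and Id1 at 123 ± 36.0, 220 ± 96.3, 171 ± 36.8 and 140 ± 30.4 (SD). Eng and Acvrl1 each have 2 rows in the table, which were summed. All 5 genes were higher in AV than in YNG by limma, with log2 0.41 for Tgfb1 (p = 0.0248), 0.65 for Cldn5 (p = 0.00303), 0.66 for Eng (p = 0.000149), 0.99 for Acvrl1 (p = 8.7e-06) and 0.80 for Id1 (p = 2.26e-05). Over all genes tested, Eng, Acvrl1 and Id1 had an adjusted p below 0.05 (0.016, 0.00346 and 0.00569). Tgfb1 was no longer a DEG in 4 of the 44 fits without 1 rat (highest p = 0.0645, without the YNG rat V10). In ADQ against AV the changes were log2 -0.53 for Tgfb1, -0.61 for Cldn5, -0.42 for Eng, -0.50 for Acvrl1 and -0.59 for Id1 (permutation p = 0.00766, 0.00568, 0.00502, 0.0251 and 0.00236). Of the 15 permutation tests of the 5 genes in AV against YNG, AA against AV and ADQ against AV, 12 had a p below 0.05 and 11 when adjusted over the list alone, and 3 of the 15 passed the adjustment over all genes tested. The paper reports these genes from the same rats and does not state how they were chosen, so the first count is not independent evidence. The rise in AV was larger in series a than in series b for Acvrl1 (log2 1.56 and 0.25), Eng (1.06 and 0.13) and Cldn5 (0.87 and 0.29), and alike for Id1 (0.80 in each); in series b, Id1 alone was a DEG of AV against YNG.

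**Figure D2:**
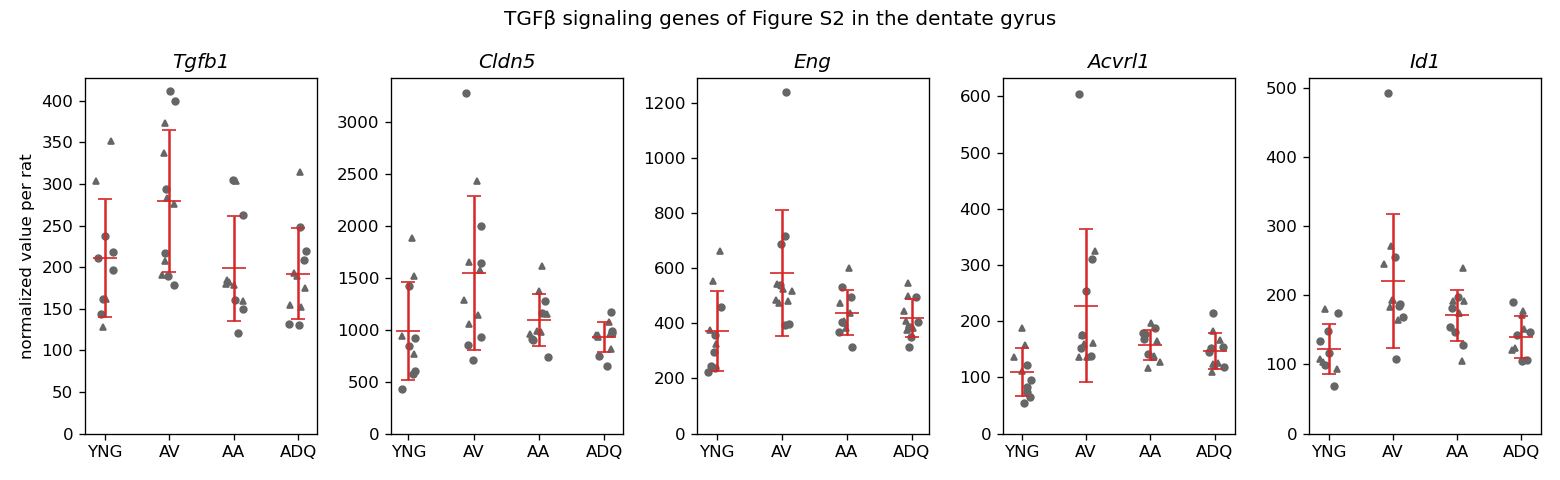
Normalized values of the 5 genes per rat in the 4 groups, with circles for rats of series a and triangles for series b; red bars give the mean and 1 SD. In AV the rat 3989 has the highest value of each of the 5 genes. The AV rats with the most Prf1 (3989, 4568, 4009 and 3999) are the 4 highest for Acvrl1 (605, 325, 311 and 254, against at most 176 in the other AV rats). For the other genes these rats are not all on top.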

**Table S1.** List of primers used for qPCR. Click here for additional data file.

## Data Availability

All data related with these studies is provided as a Supporting Information, and if any other details are needed will be provided on request. GEO accession number: GSE220971.

# Supplementary material for: Effect of peripheral cellular senescence on brain aging and cognitive decline
**Source:** Aging Cell. 2023 Mar 23;22(5):e13817. doi: 10.1111/acel.13817
**Supplement:** Supplementary file 2 — Figure S2. Expression levels of genes involved in TGF‐β signaling as obtained from mRNA sequencing (a–e). Normalized gene counts of tgfb1 (a), cldn5 (b), Eng (c), acvrl1 (d) and id1 (e).

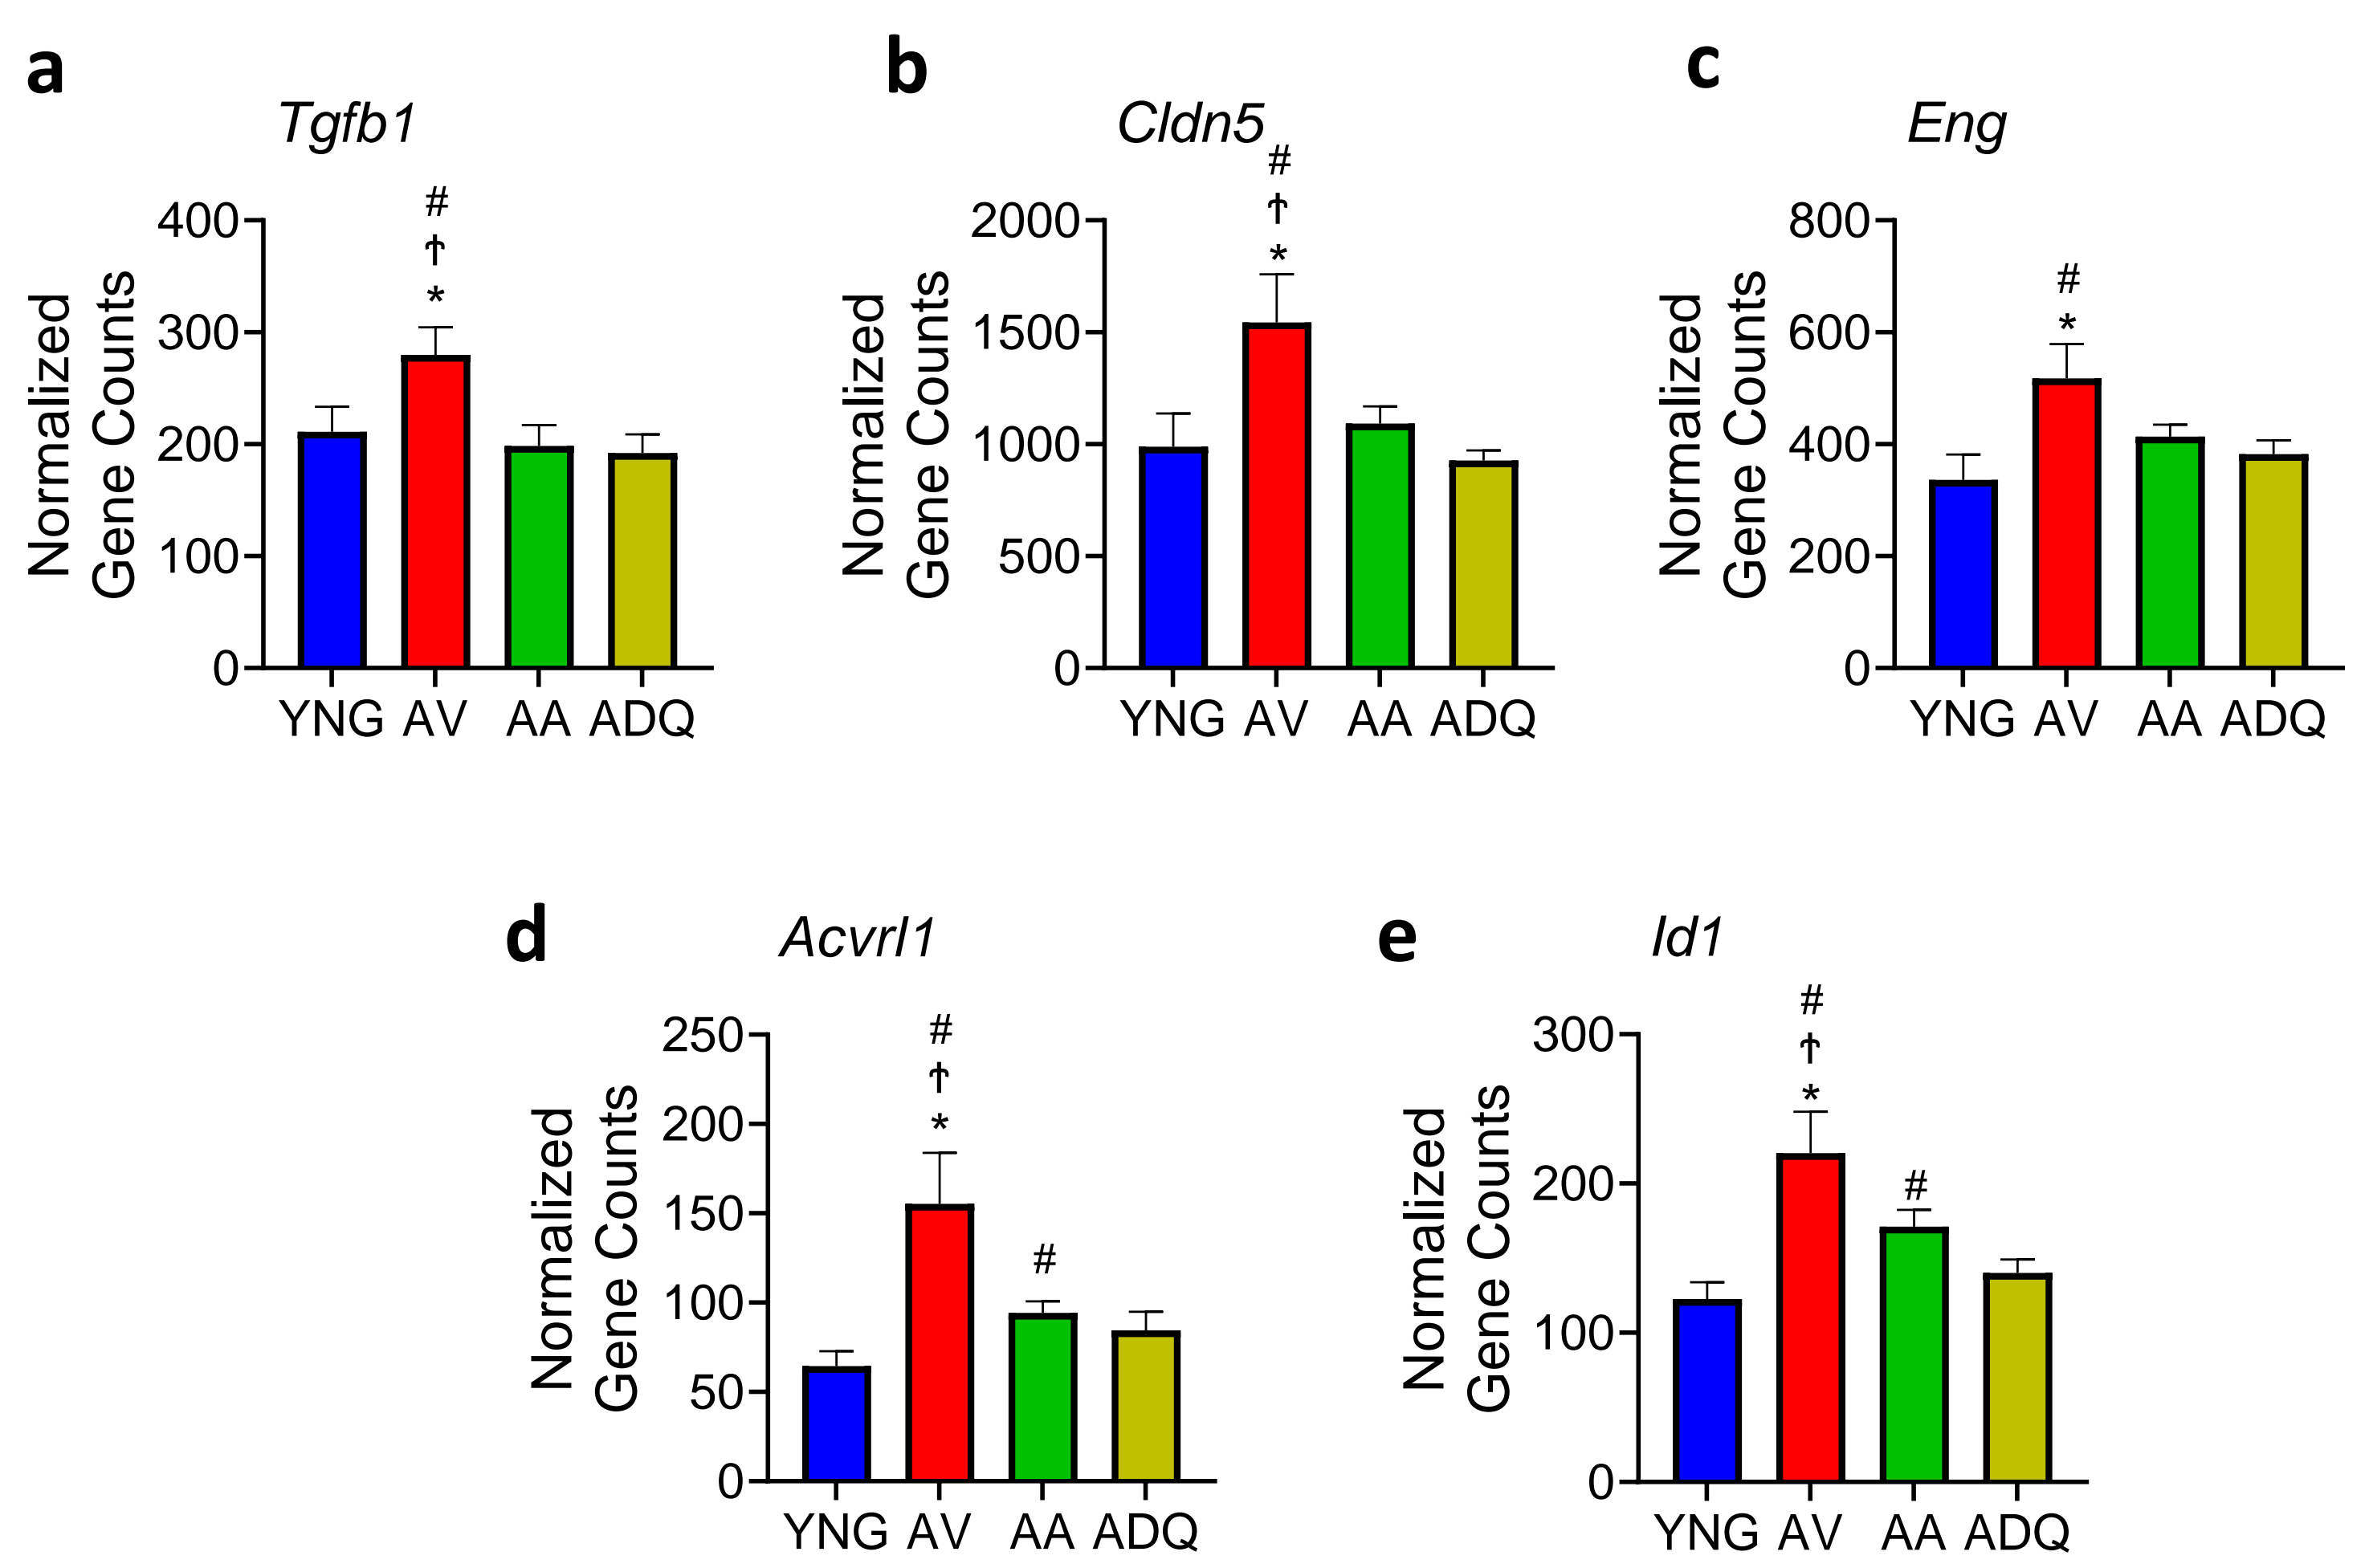

Expression levels of genes involved in TGF- $\beta$  signaling as obtained from mRNA sequencing (a-e). Normalized gene counts of *tgfb1* (a), *cldn5* (b), *Eng* (c), *acvrl1* (d) and *id1* (e).

# significantly different when compared to YNG  
† significantly different when compared to AA  
\* Significantly different when compared to ADQ

# Supplementary material for: Effect of peripheral cellular senescence on brain aging and cognitive decline
**Source:** Aging Cell. 2023 Mar 23;22(5):e13817. doi: 10.1111/acel.13817
**Supplement:** Supplementary file 3 — Table S1. List of primers used for qPCR.

**Supplementary Table 1. List of primers used for qPCR**.

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| GAPDH | TCACCACCATGGAGAAGGC | GCTAAGCAGTTGGTGGTGCA |
| IL6 | TAGTCCTTCCTACCCCAACTTCC | TTGGTCCTTAGCCACTCCTTC |
| TNFSF11 | ATGCAGGAGAATGAAACAAGCCT | CTGTGGCCCCACAATGTGTT |
| MMP3 | TGGGAAGCCAGTGGAAATG | CCATGCAATGGGTAGGATGAG |
| CDKN2A | TGCAGATAGACTAGCCAGGGCA | CTTCCAGCAGTGCCCGCA |
| CDKN1A | AGAGCCACAGGCACCATGTC | ACAGACGACGGCATACTTTGC |

How the deposited data were processed for this re-analysis (not part of the article)

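The deposited data come from the dentate gyrus of 44 male rats, 1 library per rat: 10 young rats given vehicle (YNG) and older rats given vehicle (AV, 12), ABT-263 (AA, 11) or dasatinib plus quercetin (ADQ, 11). The older rats were 12 months old at the start of treatment and about 18 months old at tissue collection, and the YNG rats 6 months. The doses were 12 mg/kg for ABT-263, 1.2 mg/kg for dasatinib and 12 mg/kg for quercetin, given for 5 days in each of 8 cycles before the behavioral tests, and a final round followed these tests before tissue collection. The deposited labels give the age of the older rats as 12 months and name another sequencer of the same maker than the methods of the paper do. The group of each older rat was read from the authors' table of sample attributes by the rat's name, and every rat was listed there with an age that matched its label.

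According to the methods of the paper, RNA was extracted with a kit for lipid-rich tissue, selected for poly(A) and sequenced on the Ion platform. The authors aligned the reads to the rn6 build with STAR in Partek Flow, scaled them by the median ratio, tested them with DESeq2 and took the categories from DAVID. The versions, the annotation and the model that assigned reads to transcripts were searched for in the article and its supplementary texts and are not stated there. As deposited by the authors, the table holds signal values, made from estimated reads per row divided by a size factor per library (median ratio, per the methods of the paper). Of the low values checked, 79.2% to 84.2% per library are whole multiples of a step that differs between libraries. The other low values hold fractions of a step. Whole reads could therefore not be recovered for every gene, so the values were treated as signal and no count model was used.

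The table has 24694 rows for 18347 gene identifiers, of which 13985 have 1 row and the others up to 14. The rows of a gene were summed, because a gene's reads are divided among them, and 60 identifiers carry no symbol. Genes with a mean normalized value of at least 5 were kept (15598 genes). Values were taken as log2(value + 1) and fitted with limma 3.58.1 (empirical Bayes with a trend, no robust option) in R 4.3.3 with data.table 1.17.8. A single fit held all 4 groups and shared the estimate of the spread. Tests were two-sided. The threshold was the paper's unadjusted p of 0.05, with the Benjamini-Hochberg adjusted p beside it. Older rats of all 3 groups together were also compared with YNG, as the mean of the group means.

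Categories were tested with camera of limma on 21 lists of genes, written before the values were seen, with a preset correlation of 0.01 between genes and adjustment over 126 tests. The lists stand in for the annotation terms of the paper and share genes with each other. Counts of higher and lower genes in a list use the unadjusted threshold. For the genes of Figure S2, differences of group means on the log2 scale were tested by permutation with 100000 resamples, where the smallest p is 2e-05, and adjusted over 15 tests. The standard error of a ratio or a correlation came from a jackknife over the rats. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, permutations and figures.

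Named genes were chosen by a rule fixed beforehand. It covers the 5 genes of Figure S2, the 3 largest rises and the 3 largest falls of each comparison with an adjusted p below 0.05 and a mean of at least 20 (or the 2 smallest p where there are none), the 3 smallest p of each list reported, the genes of the paper's qPCR panel with Gapdh, and the marker genes. Of the panel and Gapdh, Cdkn1a alone is among the genes tested. Prf1, Nkg7, Angpt2, RT1-Ba, RT1-Bb, RT1-Da and AABR07000398.1 fall outside the rule and were chosen after their values were seen.

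Tissue makeup was scored as the mean log2 value of marker lists for dentate granule cells, CA1 pyramidal cells, CA3 pyramidal and mossy cells, choroid plexus, oligodendrocytes, microglia, endothelial cells, astrocytes, red blood cells and meninges, with a list of immediate early genes. Lists for T and NK cells and for B cells were added later. A list for sex was checked as well, and of its genes Kdm5d and Eif2s3y were tested. Both were present in every rat.

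The estimated depth has a median of 16702456 reads per rat in YNG, 15135379 in AV, 15727560 in AA and 17820755 in ADQ, with the lowest rat at 10166556 and the highest at 24328425. At this depth 13704 genes have a mean of at least 20. On simulated data with 200 of 15598 genes changed by log2 1, the fit found 95% of them at the unadjusted threshold in AV against YNG, 96.5% in ADQ against AV and 96% in AA against AV, and 81.5%, 92% and 87% after adjustment. Of the unchanged genes, 4.58%, 4.93% and 4.76% passed the unadjusted threshold, and 11, 10 and 3 genes passed after adjustment. A changed proteasome list was the 1 list called each time. The simulated genes vary independently, so this does not show how often camera calls unchanged lists of real, correlated genes. Random splits of the real rats into groups of the same sizes gave a median of 8 called lists for AV against YNG, 6 for AA against YNG, 7 for ADQ against YNG, 8 for AA against AV, 6 for ADQ against AV and 4 for AA against ADQ. Changes smaller than log2 1 are found less often than this. The first 2 principal components hold 18.3% and 12.4% of the variance, and the highest correlation between 2 rats is 0.9871.

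Alternatives tried were pseudocounts of 0.5 and 5, no filter and a mean of at least 20, quantile and upper quartile scaling, the adjusted threshold, array weights, the choroid plexus score as a covariate, only the 2 groups compared, other tests of the lists (fry, Fisher's exact test and camera with estimated correlation) and leaving out each rat in turn. Later additions were each deposited row on its own, the library series as a covariate, each series alone, voom on estimated reads, and covariates for T and NK cell genes and for the total of the normalized values. The paper's behavioral, histological, plasma and qPCR data were not analysed here. Annotation terms were not counted, since the annotation tool's database was not at hand.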

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

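The tests of lymphocytes in the tissue, of blood and of the library series in this part were chosen after Prf1 and related genes had been seen, and the test of B cell genes and the fit with a T and NK cell covariate were written before their results. Listed here are genes whose expression in the dentate gyrus the paper does not discuss, with a mean normalized value of at least 20, that differ from YNG by at least log2 2 with an adjusted p below 0.05 by limma. Among 21 measures of the 10 YNG rats, no rat's gap to its neighbor, as a share of the range, exceeded Dixon's 95% critical value. The other groups have more than 10 rats and were not tested in this way.

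AABR07001734.1 was higher than in YNG by log2 3.65 in AV (adjusted p = 1.22e-11), 3.59 in AA (adjusted p = 4.47e-11) and 3.69 in ADQ (adjusted p = 1.78e-11). It lay above every YNG rat in 12 of 12 AV, 11 of 11 AA and 11 of 11 ADQ rats. Cdh1 was higher by 3.25 in AV (adjusted p = 1.66e-07), 2.79 in AA (adjusted p = 2.12e-05) and 2.74 in ADQ (adjusted p = 2.13e-05), above every YNG rat in 11 of 12, 8 of 11 and 9 of 11 rats. Age separates the groups and stays open as an untested explanation. Reads shared with related sequences and a difference in genotype between the young and the older animals were not tested. No scaling tried moved the median of all genes by more than 0.0311, which is far below these changes.

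Lower values were found in ADQ for AABR07032255.1 (log2 -2.12, adjusted p = 0.0313) and AY172581.16 (log2 -2.38, adjusted p = 0.00558). All 11 ADQ rats lay below the YNG median for each gene, and 6 and 5 of them below every YNG rat. The means of AABR07032255.1 were 282 ± 138 (SD, n = 10) in YNG, 129 ± 144 (SD, n = 12) in AV, 99.2 ± 74.7 (SD, n = 11) in AA and 84.7 ± 73.2 (SD, n = 11) in ADQ, and those of AY172581.16 were 52.4 ± 40.1, 18.7 ± 16.0, 16.3 ± 9.67 and 8.26 ± 5.96 (SD) in the same groups. The means of AV and AA also lie below that of YNG, and no gene differed between ADQ and another older group with an adjusted p below 0.05. No explanation was tested for these 2 genes.

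Genes of MHC class II were higher in AV than in YNG. The changes were log2 2.18 for Cd74 (adjusted p = 0.00504, above every YNG rat in 10 of 12), 2.27 for RT1-Ba (adjusted p = 0.0109, 10 of 12), 2.46 for RT1-Bb (adjusted p = 0.00692, 10 of 12), 2.42 for RT1-Da (adjusted p = 0.00291, 11 of 12) and 2.98 for RT1-Db1 (adjusted p = 0.00232, 9 of 12). RT1-Db1 was also higher in AA (log2 2.20, adjusted p = 0.0364, above every YNG rat in 6 of 11). Its spread in AV was wide (76.0 ± 140, SD, n = 12), and the medians were 2.36 in YNG and 26.0 in AV. Angpt2 was higher in AV by log2 2.40 (adjusted p = 0.0124, above every YNG rat in 9 of 12). No explanation was tested for these genes, and age stays open.

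Prf1 (log2 2.77, adjusted p = 0.0302) and Ccl5 (log2 2.91, adjusted p = 0.0216) were higher in AV than in YNG, above every YNG rat in 7 and 6 of 12 rats. Ccl5 encodes RANTES, which the paper reports in plasma. Most of the rise lies in 4 AV rats. Prf1 was at 228 in rat 3989, 199 in 3999, 461 in 4009 and 267 in 4568, against at most 13.9 in the other AV rats and 7.92 outside AV. Ccl5 was at 112, 145, 529 and 487 in the same rats, and Nkg7 at 48.1, 33.2, 214 and 91.2.

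Blood with a like content of Prf1 in every rat is argued against. At least as much Hbb as the lowest of the 4 rats (2922) was found in 14 other older rats. Of these, 9 had no more Prf1 than YNG rats and the other 5 had at most 13.9. Hbb measures red cells, so blood richer in lymphocytes in the 4 rats was not tested and stays open. The AV rats 4567 and 4572, with Hbb at 16120 and 14200, had Prf1 at 1.07 and 3.40, while 3 of the 4 rats had Hbb at 6544 or less. In rat 3989 Hbb was the highest of all rats (30350), so there blood stays open as a part. The library series is argued against as well, because 1 of the 4 rats belongs to series b and the other 3 to series a. A candidate explanation is cytotoxic lymphocytes in the tissue. Of 9 tested T and NK cell genes, 3 (Cd247, Tbx21 and Il2rb) have the same 4 rats on top, where chance puts them there for 0.202% of genes, and so have 4 of 8 genes below the filter that had not been seen before. The other 6 tested genes do not, Gzmm (mean 306) and Cd48 (mean 287) among them, which are the most abundant of the list. All 9 have a mean of at least 5 over the 44 rats, so the tissue may itself express some of them, and 3 genes of the list had been seen in these rats before. Carry-over of spleen tissue or its RNA would bring B cell genes. The tested B cell gene, Cd22, does not have these rats on top (0 of 1), but 2 of 4 B cell genes below the filter do. Lymphocytes in the tissue and carry-over of spleen cannot be told apart here, since too few B cell genes pass the filter. Hbb does not separate either from blood rich in lymphocytes. The design gives no further measure of lymphocytes, and the effect of age was not tested against them.

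With the mean of the T and NK cell genes as a covariate, immune response genes stayed lower than in AV. The mean log2 change moved from -0.40 to -0.10 in AA (adjusted p = 0.0161) and from -0.54 to -0.25 in ADQ (adjusted p = 6.74e-10). Over 19 alternatives the adjusted p of this list ranged from 4.4e-21 to 0.152 in AA and from 1.12e-28 to 0.148 in ADQ, highest in each with the correlation estimated from the data. Cytotoxic lymphocyte transcripts are thus argued against as the whole cause of the lower immune response in ADQ, while they may account for a part of it. In AA they stay open as the whole cause. The change left there is small, and random splits gave a median of 8 called lists for AA against AV with the same preset correlation. The covariate is itself lower in the treated groups, so it can also take up an effect of treatment.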

How the results depend on the processing

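The tests with each deposited row on its own, the library series as a covariate, series a alone, series b alone, voom on estimated reads, the T and NK cell covariate and the library total covariate were chosen after seeing the results. The main tests, the gene lists and 13 other settings, and leaving out each of the 44 rats, were chosen before the data were examined. The count models foreseen for whole reads were not run, because whole reads could not be recovered from the normalized values. A change of sign in a result called on neither side is counted as unchanged, and a list's direction comes from its test, so it can differ from the sign of the mean change printed. Unless said otherwise, the cause of a change below was not tested.

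Over the 13 settings fixed beforehand, with the fits that leave out a rat not counted, 152 counts of genes or lists stayed within 1.5 times and 26 did not. Of the tests of lists, 1206 kept direction and side of the threshold, 161 lost their call, 15 gained it and 4 reversed, and for the genes of Figure S2 the numbers were 132 kept and 3 lost. Over the 7 later settings, 102 counts stayed and 24 moved, 734 tests of lists were kept, 87 lost, 40 gained and 21 reversed, and 80 tests of genes were kept, 22 lost and 3 gained. Pseudocounts of 0.5 and 5, no filter, upper quartile scaling, voom and the library series covariate kept every count within 1.5 times. Under these settings every test of a list kept its direction and side of the threshold.

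The adjusted threshold, stricter by construction, gave 367 DEGs for AV against YNG, 601 for AA, 1104 for ADQ and 2321 for all older rats, and 0 by limma for AA against AV, ADQ against AV and AA against ADQ, where the unadjusted numbers were 703, 1454 and 707. Array weights raised the DEGs to 7694 for AV against YNG, 7068 for AA, 8101 for ADQ, 8660 for all older rats and 1584 for AA against ADQ. The library total covariate lowered them to 1809, 1202, 1161 and 1501 for AV, AA, ADQ and all older rats against YNG. Series a alone, with fewer rats, gave 5212 for AV against YNG and 885 for ADQ against AV. Series b alone, with fewer rats, gave 984, 1928, 1077 and 1375 for AV, AA, ADQ and all older rats. The T and NK cell covariate gave 296 for AA against AV and 484 for ADQ against AV.

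Leaving out a rat moved the DEGs of AA against AV between 458 (without 3989) and 1055 (without 3985), and those of AA against ADQ between 471 (without 4107) and 1074 (without 4004). Genes higher in AV and lower in AA numbered 225, and between 126 (without 3989) and 295 (without 4567) with a rat left out, and those lower in ADQ 398, and between 254 (without 3989) and 512 (without 4567). The first were 40 within series b and 27 with the T and NK cell covariate, and the second 135 and 66. Of the 15 tests of the genes of Figure S2, 12 had passed, and 4 passed within series b and 3 with the T and NK cell covariate.

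Called lists for AV, AA and ADQ against YNG, AA and ADQ against AV, and AA against ADQ were 14, 9, 7, 13, 15 and 7. With camera's estimated correlation they were 0, 0, 0, 0, 0 and 0, and with fry 6, 2, 1, 2, 4 and 0. Fisher's exact test gave 5 for AA against AV and 2 for AA against ADQ, series a 8 and 3, series b 5 for AA and 4 for ADQ against YNG, and the T and NK cell covariate 6 for AA and 6 for ADQ against AV. Without rat 3996 or without rat 4031 there were 4 for AA against ADQ.

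With the correlation estimated, the mean changes stay as they were by construction and the call was lost for immune response in AV against YNG (log2 0.69), AA against YNG (0.29), AA against AV (-0.40), ADQ against AV (-0.54) and AA against ADQ (0.14), for TGFβ signaling in AV against YNG (0.28), AA against AV (-0.12) and ADQ against AV (-0.15), for ribosomal proteins in AV (-0.43), AA (-0.59) and ADQ (-0.60), for the respiratory chain in AV (-0.31), AA (-0.35) and ADQ (-0.35), and for presynaptic genes in ADQ against YNG (0.16). Fry lost, at those same values, immune response in AA against YNG and AA against ADQ, TGFβ signaling in AA and ADQ against AV, ribosomal proteins in AV, the respiratory chain in AV, AA and ADQ, and presynaptic genes. Fisher's exact test lost immune response in AA against ADQ and TGFβ signaling in AA against AV.

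Within series a, immune response was not called in AA against ADQ (0.098), nor presynaptic genes in ADQ against YNG (0.13). Within series b, TGFβ signaling was not called in AV against YNG (0.088), AA against AV (-0.043) or ADQ against AV (-0.063), nor the respiratory chain in AA (-0.020). With the T and NK cell covariate TGFβ signaling was not called in AA (0.0077) or ADQ (-0.028) against AV, and with the choroid plexus covariate not in ADQ (-0.12). It was not called without rat 4568 in AA (-0.090) or without rat 3999 in ADQ (-0.12). With the library total the respiratory chain was not called in AA (-0.053). Calls were gained for immune response in ADQ against YNG with the T and NK cell covariate (0.19) and the library total (0.19), and for presynaptic genes in AA against YNG with quantile normalization (0.16), array weights (0.15) and the library total (0.061).

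Reversals within series b against YNG were ribosomal proteins (0.060), the respiratory chain (0.12), mitochondrial ribosomal proteins (0.098), proteasome (0.083) and antioxidant genes (0.11) in AV, mitochondrial ribosomal proteins in AA (0.023) and antioxidant genes in ADQ (0.0076), and against AV mitochondrial ribosomal proteins in AA (-0.075). Within series a they were ribosomal proteins (0.035) and proteasome (-0.026) in AA against AV, ribosomal (0.032), mitochondrial ribosomal (0.11), proteasome (0.082), respiratory chain (0.13) and postsynaptic density (-0.00012) genes in ADQ against AV, and the respiratory chain (-0.099) and glutamatergic genes (0.045) in AA against ADQ. With the library total they were mitochondrial ribosomal proteins in AA against YNG (0.028), antioxidant genes in ADQ against YNG (-0.0036), and proteasome (-0.013) and respiratory chain (0.049) in AA against AV. With array weights they were ribosomal proteins (0.023), proteasome (0.018) and respiratory chain (0.078) in AA against AV and mitochondrial ribosomal proteins in ADQ against AV (0.061).

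Depth limits the genes that could be tested. Of 18347 gene identifiers, 15598 have a mean of at least 5 and 13704 a mean of at least 20. The filter at 20 left 123 of 126 tests of lists as they were.

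Leaving out a rat also added calls that the full set of rats does not give. These were nitric oxide genes in AV against YNG in 3 of 44 fits (lowest adjusted p = 0.0238, without V9), microglial genes in AA against YNG in 7 (0.019, without V9), antioxidant genes in AA against YNG in 1 (0.0267, without V11), respiratory chain genes in AA against AV in 5 (0.00935, without 4036) and ADQ against AV in 4 (0.0111, without 4009), glutamatergic (0.0374) and postsynaptic density genes (0.0193) in AA against AV without 4036, Fc gamma R-mediated phagocytosis in AA against AV in 2 (0.0134, without 4567), TNF signaling in AA in 2 (0.0311) and ADQ in 3 (0.018) against AV, each lowest without 4572, immediate early genes in ADQ against AV (0.0172, without 4004) and proteasome genes in AA against ADQ (0.0492, without 3985).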

Differences from the paper's values

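The comparison with each deposited row on its own and the fits within a library series, reported in this part, are tests chosen after seeing the values; the other settings were set before the data were examined.

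The number of DEGs of AA against AV is about 1300 in the paper (Fig. 5a, read by eye) and 703 here. Of the alternatives set before the data were examined, no filter on low values (869), array weights (921) and leaving out rat 3985 (1055), 3996 (927) or 4011 (905) bring the number to within 1.5 times the paper's. Pseudocounts of 0.5 (698) and 5 (709), a filter at a mean of 20 (575), the adjusted threshold (0), quantile normalization (701), upper quartile scaling (700), the choroid plexus covariate (737), only the 2 groups compared (480) and leaving out any other rat (lowest 458, without 3989) do not.

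For AA against ADQ the paper's number is about 1200 (Fig. 5a, read by eye), and 707 genes were found here. No filter (831), array weights (1584), only the 2 groups compared (877) and leaving out rat 4004 (1074), 4069 (963), 4070 (880), 4105 (857), 3985 (842) or 3989 (804) come to within 1.5 times. The number stays below that with pseudocounts of 0.5 (708) and 5 (705), a filter at a mean of 20 (635), the adjusted threshold (0), quantile normalization (742), upper quartile scaling (733), the choroid plexus covariate (724) and without any other rat (lowest 471, without 4107).

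Genes higher in AA than in AV number about 400 in the paper (Fig. 5a, read by eye) and 219 here. No filter (268) and array weights (301) come to within 1.5 times the paper's number. The other alternatives do not, with 218 and 220 for the pseudocounts, 183 with the filter at 20, 0 after adjustment, 266 with quantile normalization, 202 with upper quartile scaling, 244 with the choroid plexus covariate and 129 with only the 2 groups compared.

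Genes higher in AA than in ADQ number about 700 in the paper (Fig. 5a, read by eye) and 332 here. Array weights (769) come to within 1.5 times. The other alternatives do not, with 332 and 335 for the pseudocounts, 407 without a filter, 293 with the filter at 20, 0 after adjustment, 346 with quantile normalization, 305 with upper quartile scaling, 341 with the choroid plexus covariate and 397 with only the 2 groups compared. The ratio of DEGs, which the paper gives as 2, was 2.07 here. It moved to 3.07 with only the 2 groups compared, the 1 alternative that takes it outside 1.5 times.

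For Acvrl1 the paper's means are about 64 in YNG, about 94 in AA and about 84 in ADQ (Figure S2, read by eye), and 109, 158 and 146 here, from the sum of 2 rows. The choices of pseudocount, filter and test do not enter these means. The first deposited row of Acvrl1 alone has means of 64.5, 94.3 and 84.4, a comparison chosen after seeing the values. With each row on its own, Acvrl1 is also a DEG of AA against AV by its first row (p = 0.0263) and not by its second (p = 0.758, and 0.639 in ADQ against AV), and Eng is not by its first row (p = 0.118) and is by its second (p = 0.0129). Of the genes the paper marks, it drops 0.

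Among statements without a number, Figure S2 marks Cldn5, Acvrl1 and Id1 as changed in AA against AV, and here they were not DEGs (log2 -0.39, p = 0.0572; -0.38, p = 0.0549; and -0.30, p = 0.0778 by limma), while Tgfb1 was (log2 -0.49). Over the other settings, apart from leaving out a rat, p ranged from 0.0446 to 0.957 for Cldn5, from 0.0263 to 0.88 for Acvrl1 and from 0.0665 to 0.8 for Id1. The library series covariate makes Cldn5 a DEG (p = 0.0446) and voom on estimated reads makes Acvrl1 a DEG (p = 0.0469), settings chosen after seeing the values. So does leaving out 1 rat in 9 of 44 fits for Cldn5 (lowest p = 0.0184, without rat 4011), 10 for Acvrl1 (0.0325, without rat 4567) and 2 for Id1 (0.0206, without rat 4011). The figure does not mark Eng, which was a DEG here (log2 -0.36, p = 0.0254). By its first deposited row alone Eng was not a DEG (p = 0.118 by limma), a comparison chosen after seeing the values. That row has means of 336.5 in YNG, 517.4 in AV, 413.5 in AA and 382.6 in ADQ. Those read by eye from the figure are about 340, 520, 410 and 380, so for Eng the sum of the rows may explain the difference.

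The paper's Fig. 5a shows more higher than lower DEGs in AV against YNG. Here there were 1651 higher and 1675 lower genes, and upper quartile scaling gives 1850 and 1421, and the adjusted threshold 283 and 84. The paper reports many more categories for ADQ than for AA against AV, and here 15 and 13 lists were called. With fry, set before the data were examined, the numbers are 4 and 2, and with Fisher's exact test 12 and 5. The paper has the fewest categories between AA and ADQ, and here 7 lists were called there and 7 in ADQ against YNG, while Fisher's exact test gives 2 and 5 and fry 0 and 1.

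For AV against YNG the paper lists lower synaptic categories, and here none of 4 synaptic lists was called (mean log2 from -0.048 to 0.023), except 3 within series b, a split chosen after seeing the values. It lists higher oxidative stress, and the antioxidant list did not change (-0.037, adjusted p = 0.720), except within series b (0.11, adjusted p = 0.0274), while superoxide genes rose (0.23, adjusted p = 0.00355). It lists cell death as higher in AV and in the treated groups, and the list was not called in AV (0.14, adjusted p = 0.104, and 0.0441 without rat 4011; 0.0321 with the library total covariate, chosen after seeing the values, in a range up to 0.479 over the alternatives), AA (0.061) or ADQ (0.026).

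The paper reports most immune response and TGFβ categories as absent from the genes raised over YNG in the treated groups. Here immune response genes were higher in AA than in YNG (mean log2 0.29, adjusted p = 0.000726), though not by fry (adjusted p = 0.159; 0.0318 by Fisher's exact test), and not called in ADQ (0.15, adjusted p = 0.152). By camera, TGFβ genes were higher than in YNG in AA (0.16, adjusted p = 0.0113) and ADQ (0.13, adjusted p = 0.0238), and in neither within series b (adjusted p = 0.817 and 0.745). In neither group were they called by fry (0.0692 and 0.082) or by Fisher's exact test (0.201 and 0.0699), as in the paper. The paper has Fc gamma R-mediated phagocytosis raised in AA and glial differentiation raised in every older group. Here the first was not called in AA (0.11, adjusted p = 0.183), except with the library total covariate, chosen after seeing the values (0.0207, in a range up to 0.481 over the alternatives). The glial list made here is of oligodendrocyte and glial cell development, and the paper reports glial cell development as raised in AV and AA. By camera it was raised in AV (0.29) and AA (0.16), and not called in ADQ against YNG (0.039, adjusted p = 0.559). Neither fry (0.332) nor Fisher's exact test (0.109) called the AA rise. Higher postsynaptic density categories in the treated groups were not found, with changes from YNG of 0.0035 in ADQ and -0.017 in AA.

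The paper has cell death lower in AA than in AV and higher in AA than in ADQ. Here the list was not called in AA (-0.082, adjusted p = 0.104), except within series a (adjusted p = 0.0479) and without rat 4036 (adjusted p = 0.0374), or between AA and ADQ (0.035, adjusted p = 0.250). It gives AA the larger effect on nitric oxide, and here that list fell by -0.10 in AA and -0.13 in ADQ with no difference between them (0.034, adjusted p = 0.488). By Fisher's exact test, set before the data were examined, the adjusted p was smaller in AA (0.000489) than in ADQ (0.00381), over alternatives that range up to 0.367 and 0.24. It reports lower microglial activation for ADQ and not for AA, and here camera called the lists of microglial activation and glial development lower than in AV in AA as well (-0.28 and -0.13), as did Fisher's exact test (adjusted p = 1.63e-05 and 0.0444). Fry called microglial activation in ADQ (0.0267) and not in AA (0.072), as in the paper, and glial development in neither (0.0872 and 0.387). Immune response genes, which the paper finds not to differ between the treatments, were higher in AA than in ADQ (0.14, adjusted p = 0.00138), though neither by fry (0.491), by Fisher's exact test (1) nor within series a (0.161).

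The paper has genes of the glutamatergic synapse raised in ADQ over YNG, and here the list was not called (0.058, adjusted p = 0.190), except with quantile normalization (0.0213, in a range up to 1 over the alternatives). It has presynaptic genes raised in AA, and here they were not called (0.10, adjusted p = 0.0791), except with quantile normalization (0.00126), array weights (0.0235), the library total covariate (0.034, chosen after seeing the values) and without 1 rat in 2 fits, with 1 the highest over the alternatives. It raises, with reserve, a greater effect of D + Q on superoxide genes, and reports that D + Q better prevented the rise of some TNF signaling. Superoxide genes did not differ between AA and ADQ (0.073, adjusted p = 0.0569), except with the filter at a mean of 20 (0.0118), quantile normalization (0.0472), 3 settings chosen after seeing the values (0.0233 to 0.047) and in 8 fits without 1 rat, and the highest value was 0.55. Against AV, fry called superoxide genes lower in ADQ (0.0237) and not in AA (0.0872), while camera and Fisher's exact test called both. TNF signaling was not called lower in ADQ than in AV (-0.13, adjusted p = 0.0888), except with Fisher's exact test (0.0218), array weights (0.0309), series a alone (0.0473) and the library total covariate (0.016), the last 2 chosen after seeing the values, and in 3 fits without 1 rat, and the highest value was 0.777. In AA it was not called (-0.098, adjusted p = 0.193), and it was with array weights (0.0375) and the library total (0.021). Negative regulators of apoptosis were not called in ADQ against AV (-0.071, adjusted p = 0.123), except within series a (0.0474, chosen after seeing the values, in a range up to 0.734).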

Other observations

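The tests of the library series, of the share of AABR07000398.1 and of the endothelial genes, the comparison of marker lists and the splits within the series were chosen after the results had been seen; the splits of all rats and the fits with the library total were written before their results.

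Random splits of the same rats into groups of the same sizes were made, 100 for each result with the real split included. Chance is called less likely where the share of splits as large was below 0.05. This limit is not adjusted over the results tested, so a low number can also come by luck. Chance is less likely for the DEGs of AA against YNG (1 split as large) and ADQ against YNG (1). For all older rats against YNG (1), where 5058 genes differed, it is less likely too. It is also less likely for the lists called between ADQ and AV (3), where the highest split gave 17 lists against 15. The 398 genes higher in AV than in YNG and lower in ADQ (2) are a further such result. Chance cannot be excluded for the DEGs of AV against YNG (8), AA against AV (62), ADQ against AV (9) and AA against ADQ (29). The same holds for the lists called in AV against YNG (6), AA against YNG (23), ADQ against YNG (51), AA against AV (7) and AA against ADQ (23), for the 225 genes higher in AV than in YNG and lower in AA (6), and for the ratio of DEGs between the treatments (23). The 2 counts of shared genes use the AV rats on each side, which alone produces overlap, and without rat 3989 they were 254 for ADQ and 126 for AA.

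These splits ignore the 2 series described below. With 100 splits that keep each group's number of rats in each series, chance is less likely for the same results, by the same unadjusted limit. The number of splits as large was 1 for the DEGs of AA against YNG, 4 for ADQ against YNG, 1 for all older rats against YNG, 4 for the lists of ADQ against AV and 2 for the shared genes of ADQ. Chance cannot be excluded for the DEGs of AV against YNG (5), AA against AV (52), ADQ against AV (17) and AA against ADQ (19), for the lists of AV against YNG (10), AA against YNG (19), ADQ against YNG (40), AA against AV (11) and AA against ADQ (38), or for the shared genes of AA (5), the ratio (16) and the correlation of the treatments (16).

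The changes from AV in AA and in ADQ correlated across genes (Pearson 0.624, jackknife standard error 0.173; Spearman 0.530). The shared AV rats produce such a correlation, and 14 of 100 splits gave one as large, so chance cannot be excluded.

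The rats fall into 2 series by rat number. The share of AABR07000398.1 in the normalized values separates them, with 0 rats on the wrong side of the best threshold. The series were defined after this share had been seen, so this separation tests nothing about its cause. Between the series, 795 genes differed with an adjusted p below 0.05 (3076 at the unadjusted threshold), and the change from YNG to AV differed in 697 (3406). For the treatments the change differed between the series in 0 genes by limma's adjusted p (734 at the unadjusted threshold for AA against AV and 628 for ADQ against AV). The labels name no batch, and cohorts of animals and sets of libraries cannot be told apart, because nothing in the labels separates them.

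Ribosomal protein genes were lower in older groups than in YNG. Within series b alone, the unadjusted p of this list was 6.36e-08 in AA and 4.25e-13 in ADQ, so the library series is argued against as the whole cause there. In AV it was 0.611, against 5.44e-21 within series a, and an effect of the series cannot be told apart from a difference between cohorts for this group. For respiratory chain genes, series b gave 0.00185 in ADQ, lower as in the pooled data. In AA it gave 0.679, and in AV 0.000431 with the list higher than in YNG. Small p values are thus reached in either direction there, and fry did not call the pooled list in ADQ (adjusted p = 0.066). The series therefore stays open for the respiratory chain list in each older group. With the log2 total of the normalized values as a covariate, the ribosomal list stayed lower in AV (adjusted p = 0.00988), AA (adjusted p = 0.000981) and ADQ (adjusted p = 7.63e-08), and the respiratory chain list in AV (adjusted p = 0.00125) and ADQ (adjusted p = 0.0142). The library total is therefore argued against as the whole cause of the ribosomal falls in AA and ADQ. For the others it stays open, because fry did not call them even without the covariate. Its adjusted p was 0.0872 for the ribosomal list in AV, and 0.0859 in AV and 0.066 in ADQ for the respiratory chain. In AA the respiratory chain list was no longer lower by the test (adjusted p = 0.140), so the library total may account for that change. Over 19 alternatives the adjusted p ranged from 3.72e-24 to 0.719 for the ribosomal list in AV, 1.2e-34 to 0.301 in AA and 1.83e-38 to 0.288 in ADQ. For the respiratory chain list it ranged from 2.52e-22 to 0.4 in AV, 6.15e-22 to 0.753 in AA and 5.3e-22 to 0.4 in ADQ. Mitochondrial ribosomal protein genes, 72 of them, were lower too, by a mean log2 of -0.17 in AV (adjusted p = 2.86e-07), -0.17 in AA (adjusted p = 4.77e-06) and -0.18 in ADQ (adjusted p = 2.7e-06), called by Fisher's exact test in each and by fry in none (0.153, 0.159 and 0.153). The share of mitochondrially encoded transcripts had a median of 14.5% in YNG, 10.1% in AV, 9.50% in AA and 9.30% in ADQ. The design names age as a biological explanation in AV, and age and treatment together in AA and ADQ. Neither was tested against the series or the library total. Within series b the ribosomal list was lower in AA and ADQ and not in AV, so treatment stays open there.

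A larger share of endothelial cells in the AV tissue may account for most of the higher TGFβ genes of Figure S2. With the mean of Flt1, Slco1a4 and Cdh5 as a covariate, 1 of Tgfb1, Eng, Acvrl1 and Id1 was still higher in AV than in YNG, namely Id1 (log2 0.45, p = 0.0204 by limma). The others were at log2 0.11 for Tgfb1 (p = 0.576), 0.13 for Eng (p = 0.332) and 0.22 for Acvrl1 (p = 0.0977). Cldn5, which the endothelial list also holds, was at 0.038 (p = 0.849). Against AV with this covariate, Tgfb1 stayed lower in AA (log2 -0.37, p = 0.0327 by limma) and Id1 in ADQ (log2 -0.37, p = 0.0252). The other genes of Figure S2 did not (p from 0.203 to 0.521 in AA and from 0.0539 to 0.729 in ADQ). The covariate genes rose in AV by log2 1.06 for Flt1 (p = 1.74e-05), 0.42 for Slco1a4 (p = 0.00542) and 0.88 for Cdh5 (p = 9.06e-05). More endothelial cells and a higher expression per cell would both give this, and were not separated. The fit pooled the series, while the endothelial scores of AV and YNG overlap within series b, as given below. The AV rat 3989 had the highest value of Tgfb1 (412), Cldn5 (3276), Eng (1239), Acvrl1 (605) and Id1 (492). The AV rats with the most Prf1 (3989, 3999, 4568 and 4009) also had the highest endothelial scores of AV (10.55, 9.80, 9.74 and 9.67). The next AV rat, 4010, was at 9.13. The endothelial rise and the lymphocyte transcripts thus lie partly in the same rats.

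Marker lists were compared by permutation in AV against YNG, AA against AV and ADQ against AV, 13 lists and 39 tests. Of these, 11 had a p below 0.05 and 5 after adjustment over the 39. The 5 were endothelial cells in AV against YNG (log2 0.75, adjusted p = 0.038) and, in ADQ against AV, endothelial cells (-0.50, adjusted p = 0.0364), microglia (-0.29, adjusted p = 0.0364), astrocytes (-0.18, adjusted p = 0.0449) and CA3 pyramidal cells and mossy cells (0.33, adjusted p = 0.0364). The changes in the same order of comparisons were 0.19, -0.17 and -0.29 for microglia (p = 0.117, 0.152 and 0.0028), 0.14, -0.19 and -0.18 for astrocytes (p = 0.1, 0.0371 and 0.00576) and 0.75, -0.33 and -0.50 for endothelial cells (p = 0.0039, 0.0714 and 0.00132). For CA3 and mossy cells they were -0.058, 0.18 and 0.33 (p = 0.617, 0.301 and 0.00202). Oligodendrocytes were at 0.43, -0.14 and -0.32 (p = 0.0182, 0.492 and 0.0211) and red blood cells at 0.56, -0.82 and -0.91 (p = 0.312, 0.0932 and 0.0497), with no adjusted p below 0.05. Dentate granule cells were at -0.15, 0.029 and 0.18 (p = 0.237, 0.908 and 0.107), CA1 pyramidal cells at 0.13, 0.044 and -0.47 (p = 0.776, 0.941 and 0.313), choroid plexus at 0.48, -0.33 and -0.51 (p = 0.13, 0.333 and 0.101) and meninges at -0.25, 0.14 and 0.058 (p = 0.103, 0.505 and 0.757). Immediate early genes were at 0.21, 0.28 and -0.20 (p = 0.125, 0.104 and 0.264). The later lists were at 0.66, -0.81 and -0.79 for T and NK cells (p = 0.0591, 0.0157 and 0.0112) and 0.36, -0.16 and -0.34 for B cells (p = 0.111, 0.474 and 0.0885). Of the sex genes, Kdm5d and Eif2s3y had values in all rats, with means of 446 and 317, and no comparison of Kdm5d or Eif2s3y had an adjusted p below 0.05. The permutations of the marker lists ignored the 2 series. Within series a the endothelial score was 8.70 to 10.55 in AV and 7.86 to 8.63 in YNG, without overlap. Within series b it was 8.65 to 9.74 in AV and 8.66 to 9.46 in YNG, so the endothelial rise lies in series a.

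A list of 34 senescence and secretory genes was higher in AV than in YNG by a mean log2 of 0.27 (adjusted p = 0.0113, 9 genes higher and 3 lower). This call was lost without the AV rat 3989 (adjusted p = 0.0704). Against AV the list was lower in AA (-0.23, adjusted p = 4.62e-05) and ADQ (-0.34, adjusted p = 1.39e-06). Of these 3 calls fry made only the last (0.0329), and Fisher's exact test the first (0.0442) and the last (0.000907). It was not called in AA against YNG (0.036, adjusted p = 0.879), in ADQ against YNG (-0.068, adjusted p = 0.511) or in AA against ADQ (0.10, adjusted p = 0.123). Over 19 alternatives the adjusted p ranged from 0.000591 to 0.417 in AV against YNG, from 1.47e-07 to 0.804 in AA against AV (highest with the T and NK cell covariate) and from 4.48e-08 to 0.152 in ADQ against AV.

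Immediate early genes, a list of 26, were higher in AA than in YNG (mean log2 0.33, adjusted p = 0.000784), than in AV (0.13, adjusted p = 0.0121, lost in 4 of 44 fits without 1 rat, with the highest at 0.0663 without the AV rat 3999) and than in ADQ (0.24, adjusted p = 0.000107). The last was called within series b (adjusted p = 4.58e-08) and not within series a (adjusted p = 0.674). In AV against YNG the change was 0.20 (adjusted p = 0.0373, lost in 10 of 44 fits without 1 rat, with the highest at 0.106 without the AV rat 4566), and in ADQ 0.092 (adjusted p = 0.316). By fry, only the rise in AA against YNG was called (0.0445), and by Fisher's exact test that rise (0.00112) and the difference between AA and ADQ (1.14e-05).

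By camera, ribosomal protein genes were lower than in AV in AA (mean log2 -0.16, adjusted p = 9.82e-06, and 0.0603 without the AV rat 4567) and in ADQ (-0.17, adjusted p = 2.93e-06). None of the 86 genes was a DEG in either comparison, and neither fry (0.535 in AA and 0.453 in ADQ) nor Fisher's exact test (1 in each) called the list. The fall lies in series b (-0.36 and -0.38), and within series a the list was not called and its mean change was positive (0.035 and 0.032). Proteasome genes were lower in AA (-0.090, adjusted p = 0.0294, lost in 7 of 44 fits, with the highest at 0.798 without rat 4567). Presynaptic genes were higher than in AV in AA (0.078, adjusted p = 0.00184, and 0.15 without the AV rat 3989) and in ADQ (0.14, adjusted p = 4.36e-07). In ADQ against AV the other synaptic lists were higher as well, by 0.074 for glutamatergic genes (adjusted p = 0.00286), 0.082 for GABAergic genes (adjusted p = 0.0113, and 0.0541 without rat 3989) and 0.052 for the postsynaptic density (adjusted p = 0.0356, lost in 8 of 44 fits, with the highest at 0.256 without the ADQ rat 4106). These calls were made within series b (adjusted p = 0.000348, 0.000147 and 0.000817) and not within series a (0.664, 0.956 and 0.757). Negative regulators of apoptosis were higher in AV than in YNG (0.13, adjusted p = 0.0271, lost in 2 of 44 fits, with the highest at 0.0569 without the YNG rat V11), by fry (0.0228) and by Fisher's exact test (0.000636) as well. Of the calls of ribosomal, proteasome and synaptic genes against AV, fry made none and Fisher's exact test only that of presynaptic genes in ADQ (0.000237).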
